# Global leaf and root transcriptome in response to cadmium reveals tolerance mechanisms in *Arundo donax* L

**DOI:** 10.1186/s12864-022-08605-6

**Published:** 2022-06-08

**Authors:** Danilo Fabrizio Santoro, Angelo Sicilia, Giorgio Testa, Salvatore Luciano Cosentino, Angela Roberta Lo Piero

**Keywords:** *Arundo donax* L., Bioenergy crops, RNA-seq, De novo assembly, Leaf and root transcriptome, Heavy metals, Cadmium

## Abstract

The expected increase of sustainable energy demand has shifted the attention towards bioenergy crops. Due to their know tolerance against abiotic stress and relatively low nutritional requirements, they have been proposed as election crops to be cultivated in marginal lands without disturbing the part of lands employed for agricultural purposes. *Arundo donax* L. is a promising bioenergy crop whose behaviour under water and salt stress has been recently studied at transcriptomic levels. As the anthropogenic activities produced in the last years a worrying increase of cadmium contamination worldwide, the aim of our work was to decipher the global transcriptomic response of *A. donax* leaf and root in the perspective of its cultivation in contaminated soil. In our study, RNA-seq libraries yielded a total of 416 million clean reads and 10.4 Gb per sample. De novo assembly of clean reads resulted in 378,521 transcripts and 126,668 unigenes with N50 length of 1812 bp and 1555 bp, respectively. Differential gene expression analysis revealed 5,303 deregulated transcripts (3,206 up- and 2,097 down regulated) specifically observed in the Cd-treated roots compared to Cd-treated leaves. Among them, we identified genes related to “Protein biosynthesis”, “Phytohormone action”, “Nutrient uptake”, “Cell wall organisation”, “Polyamine metabolism”, “Reactive oxygen species metabolism” and “Ion membrane transport”. Globally, our results indicate that ethylene biosynthesis and the downstream signal cascade are strongly induced by cadmium stress. In accordance to ethylene role in the interaction with the ROS generation and scavenging machinery, the transcription of several genes (NADPH oxidase 1, superoxide dismutase, ascorbate peroxidase, different glutathione S-transferases and catalase) devoted to cope the oxidative stress is strongly activated. Several small signal peptides belonging to *ROTUNDIFOLIA*, *CLAVATA3*, and C-TERMINALLY ENCODED PEPTIDE 1 (CEP) are also among the up-regulated genes in Cd-treated roots functioning as messenger molecules from root to shoot in order to communicate the stressful status to the upper part of the plants. Finally, the main finding of our work is that genes involved in cell wall remodelling and lignification are decisively up-regulated in giant reed roots. This probably represents a mechanism to avoid cadmium uptake which strongly supports the possibility to cultivate giant cane in contaminated soils in the perspective to reserve agricultural soil for food and feed crops.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08605-6.

## Introduction

Nowadays, globe climate change has become one of the most urgent problems humans have to deal with due to the ongoing Green House Gas (GHG) emissions into the atmosphere. Fossil fuels based on organic origin and non-renewable energy sources are by now unsustainable, thereby new energy policies should be considered in order to meet the global energy demand [1]. Among the different renewable energy sources, second generation of biofuels (biomass) is becoming an interesting candidate because of its peculiarity to be converted in a variety of products, such as solid fuels, liquid fuels, heat, electricity, and hydrogen. In particular, biomass is mainly produced from organic origin by using perennial herbaceous plants and fast-growing trees, which are able to limit GHG levels [2, 3]. Bioenergy crops have the capability to be cultivated on marginal land, this fact being very attractive in order not to compete with feed and food crops for land use [4]. This fact assumes a crucial importance in the perspective that the global world’s population is expected to reach 9.7 billion by 2050 [5], thus determining a considerable increase for agricultural land demand [6]. Such marginal sites have little or no agricultural or industrial value, are characterized by little potential for profit, and often have poor soil or other undesirable characteristics such as high salt content, inadequate water supply or heavy metal (HM) contaminations. Although some HMs are categorized as essential elements because of their positive impact on the plant growth and crop yield (e.g., B, Cu, Co, Fe, Mn, Ni, Zn), some of them, such as Cd, Hg, Pb and As, do not play any role in plant metabolism and can reduce the crop productivity in case their levels reach toxic concentrations [7]. Given both its high toxicity and the high capacity of diffusion in lands, cadmium has led to contaminated soils worldwide [8, 9] and in particular in Europe where its concentration in the topsoil raised from < 0.01 to 14.1 ppm in the last years [10]. Moreover, due to its high solubility in soil, cadmium can be easily extracted by the plant root system [11], from where it is accumulated in the above-ground regions inhibiting plant growth and causing a threat to animal and human health through the food chain [12]. Cadmium accumulation-related molecules include many transporters, chelators, some amino acids and organic acids, and the genes encoding the corresponding proteins/enzymes were functionally characterized in both *A. thaliana* and *O. sativa* [13]. A group of transmembrane proteins involved in metal transport and homeostasis is represented by the family of NRAMP metal ion transporters which is supposed to be the major transporter family of Cd^2+^ from the soil into root cells [14]. Once inside the cells, the mechanisms by which Cd exerts toxicity include: a) substitution of some essential metal ion (e.g. Zn^2+^ and Fe^2+^) or blocking functional groups which leads to inactivation of biomolecules [15], b) a tight binding with thiol groups of proteins which destroys their structure and function [16], and c) generation of reactive oxygen species (ROS), which brings to oxidative stress [17, 18].

*Arundo donax L.* also known as giant reed, is a perennial rhizomatous grass species, genus *Arundo*, belonging to *Poaceae* family. Among rhizomatous grasses dedicated to energy production, *A. donax* represents one of the most promising bioenergy crops [19, 20] because of its high biomass production, both low irrigation and nitrogen input requirements, and its high tolerance to abiotic stress conditions, including herbicide, salinity and heavy metals [21, 22]. Notably, it has been proposed as species to be employed for phytoremediation [23] due to its ability to accumulate and tolerate high doses of heavy metals, such as Ni, Cd and As [24, 25].

Transcriptomic analysis represents a powerful tool to elucidate the molecular mechanisms by which plants accumulate, translocate and detoxify HMs [26]. Moreover, RNA Sequencing (RNA-Seq) and de novo assembly of the transcriptome allow the discover and the quantitative determination of all the expressed genes for those species whose genome sequence is not available yet, such as *A. donax*. Existing genomic resources of *A. donax* were provided by RNA sequencing extracted from different organs (leaf, culm, bud and root) of giant reed ecotypes subjected to either normal [27–29] or under water stress condition [30]. More recently, the analysis of the transcriptional response of giant reed was performed after a long-term period of salt stress in two different *A. donax* ecotypes [31, 32]. Overall, these studies contributed both to the drafting of candidate gene list that can be used in molecular breeding projects and in revealing the role of plant genes in the abiotic stress response. However, the transcriptional response of *A. donax* subjected to cadmium treatments is still incomplete and the molecular mechanism of cadmium stress on giant reed metabolic processes remains poorly understood. Recently, Shaheen et al. [33] evaluated the effects of increasing concentrations of cadmium on the expression of selected genes (carotenoid hydroxylase, amidase, glutathione reductase, bHLH, NRAMP and YSL) in *Arundo donax* L. cultivated in hydroponic solution. The highest expression for these genes was observed in plants exposed to the highest Cd concentration (100 mg/L). Moreover, the activity of several enzymes involved in the ROS scavenging (SOD, CAT, POD) was also measured revealing their activation at the highest cadmium concentration and confirming the onset of a secondary oxidative stress [33]. A study conducted in cohorts of *A. donax* strongly suggests that phytochelatin encoding genes (*Ad*PCS1, *Ad*PCS2, and *Ad*PCS3) most likely contribute to Cd detoxification in *A. donax* and the presence of multiple PCS isoforms seems to be advantageous both to provide higher general levels of phytochelatin biosynthesis and to increase flexibility in HM resistance [34].

In this study, considering the frequency of cadmium in soils of Mediterranean basin and the perspective of potential use of marginal land to cultivate bioenergy crops, we sequenced and de novo assembled the giant reed leaf and root transcriptomes after a prolonged period of cadmium treatment by using RNA-Seq technique. The aim of our work was to gain novel insight into the cadmium stress tolerance and to shed new light on the distinct role of leaf and root in the dynamics of heavy metal stress response in plants.

## Material and methods

### Plant material and application of cadmium nitrate

The experiment was conducted at the Department of Agricultural, Food and Environment (Di3A) of the University of Catania, using G10 ecotype coming from Fondachello (Italy) (N 37^o^45, E 15^o^11’), collected for the Giant reed Network project [35]. The trial started on May 4^th^ 2020, by filling each pot with 8 kg of clay soil and kept in open air. The contamination of each pots was achieved by using 4 ppm (4 mg/kg) of cadmium nitrate Cd(NO_3_)_2_ for treated plants and 5.774 g of NH_4_NO_3_ for control plants, so as to equilibrate the N concentration between the two conditions. The aforementioned concentration is higher than the reference threshold established by the European Union directive 86/278/EEC on Environment protection which establishes the maximum concentration of cadmium on soil should range between 1 and 3 ppm [36]. Cadmium contents above 3 mg/kg are generally thought to indicate contaminated soil [37]. Afterwards, one litre of tap water was added to each pot to allow the element adsorption by soil colloids. Successively, in each pot a single *A. donax* stem node was transplanted and the irrigation was performed three times a week by adding one litre of tap water to avoid Cd(NO_3_)_2_ leaching. The pots were arranged according to a randomized block factor scheme, considering three biological replicates for each treatment, with a total of six experimental units. Before sampling (July 28^th^, 2020, after three months from the start of the trial), the following morpho-biometric and physiological parameters were evaluated: number of culms per pots, height of the main culm, net photosynthesis efficiency measured by LCi-T portable photosynthesis system (ADC BioScientific Ltd). Moreover, the measurement of biomass was performed [35]. R software was used for standard deviation analysis. The data were submitted to one-way ANOVA test using R Studio. The averages with *p*value ≤ 0.05 were separated by the TukeyHSD test.

### Sample collection and RNA extraction

On July 28^th^ 2020, fully expanded, no senescing G10 leaves and roots were harvested and immediately frozen with liquid nitrogen [32]. RNA isolation was carried out by using the Spectrum Plant Total RNA Extraction kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. RNA degradation and contamination were monitored by electrophoresis with 1% agarose gel. RNA purity and concentration were assayed using the NanoDrop spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA) [32]. Before to be sequenced, the RNA samples were subjected to quality parameter evaluation. RNA integrity was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) [31].

### Library preparation for transcriptome sequencing

One µg of RNA was used as input material for library preparations (twelve libraries, one for each sample). Sequencing libraries were generated using NEBNext ® Ultra ™ RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA) following manufacturer’s recommendations [31]. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H) as synthesizing enzyme [31]. Second strand cDNA synthesis was subsequently performed using RNase H to insert breaks into the RNA molecule and DNA Polymerase I as synthesizing enzyme. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150 ~ 200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then 3 μl USER Enzyme by NEB were used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system [31].

### Clustering and next generation RNA sequencing

Cluster generation and sequencing were performed by Novogene (UK) company Limited (25 Cambridge Park, Milton Road, Cambridge, CB4 OFW, United Kingdom). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a PE Cluster kit cBot-HS (Illumina) [31]. After cluster generation, the library preparations (twelve libraries, one for each sample) were sequenced on Illumina HiSeq2000 platform to generate paired-end reads whose size was paired-end 2 × 150 bp reads. Raw reads in fastq format were firstly processed through in-house perl scripts. In this step, clean data were obtained by removing reads containing adapters, reads containing poly-N and low-quality reads [31]. At the same time, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality (Table 1) [31].

**Table 1:** Summary statistics of the RNA quality and sequencing results

Average RIN	7.05
Raw data	430 million
Clean reads	416 million
Adapter related	14 million
N^o^ Transcripts	378,521
N^o^ Unigenes	126,668
Mapping rate	69.0
Transcript N50 (bp)	1,812
Unigenes N50 (bp)	1,555
Q30 (%)	94.37
GC content (%)	55.08

### De novo assembly and gene functional annotation

De novo transcriptome assembly was made up by Trinity software (2.6.6 version) with min_Kmer_Cov = 3 and min_glue = 4 [38]. Hierarchical Clustering was carried out by Corset (4.6 version) in order to remove redundancy (parameter -m 10), so that the longest transcript of each cluster has been selected as Unigene [39]. The assembly assessment and gene prediction have been performed by Benchmarking Universal Single-Copy Orthologous (BUSCO software, 3.0.2 version) [40], whereas the gene functional annotation was obtained by exploiting seven different databases: National Centre for Biotechnology Information (NCBI), non-redundant protein sequences (Nr, Diamond software, 0.8.22 version, e-value threshold 1e-5) [41], NCBI non-redundant nucleotide sequences (Nt, NCBI blast software, 2.9.0 version, e-value threshold 1e-5), Protein family (Pfam, hmmscan software, HMMER 3.1 version, e-value threshold 0.01) [42], Cluster of Orthologous Groups of Proteins (KOG/COG, Diamond software, 0.8.22 version, e-value threshold 1e-5) [41], Swiss-Prot (Diamond software, 0.8.22 version, e-value threshold 1e-5) [41], Kyoto Encyclopedia of Genes and Genome (KEGG, Diamond and KAAS software, 0.8.22 version, e-value threshold 1e-5) [41, 43] and Gene Ontology (GO, blast2GO software, b2g4pipe_v2.5 version, e-value threshold 1e-6) [44]. To identify the transcription factor, iTAK (hmmerscan software) [42] tool was used to infer the TF families [45, 46].

### Quantification of gene expression and differential expression analysis

Gene expression level was estimated by RSEM software (1.2.28 version) by mapping back each clean read onto assembled transcriptome and read counts for each gene were then obtained from the mapping results [47]. Furthermore, the read counts of each gene have been used as input data for DESeq2 (1.26 version, padj ≤ 0.05), to obtain differentially expressed genes (DEGs) [48]. Comparisons were made to identify the set of differentially expressed genes between control (CK) and cadmium (Cd) treatments for each tissue (Cd_L_vs CK_L; Cd_R vs CK_R). Moreover, the core of our analysis was performed on the comparison between the Cd-treated samples of the two tissues indicated as Cd_R vs Cd L*. In this comparison, the Cd-treated root vs Cd-treated leaf DEGs (Cd_R vs Cd L*) were obtained by subtracting the DEGs belonging to the CK_R vs CK_L comparison (tissue specific DEGs in control conditions) to the Cd_R vs Cd_L. An adjusted *p*-value cutoff of 0.05 and a log_2_fold change (Log_2_FC) threshold of 1 was adopted to filter the significantly up- and down-regulated genes. A correlation analysis was performed in order to demonstrate experiment repeatability and to reveal differences in gene expression among samples. Principal Component Analysis 3D plot and a heatmap were obtained by using R language, considering the read counts of each sample, including biological replicates, as input data.

### Real-time validation of selected DEG candidates using qRT-PCR

Total RNA (2.5 µg) purified from leaves and roots as described above, was reverse transcribed using SuperScript™ Vilo™ cDNA synthesis kit by ThermoFischer Scientific, according to manufacturer’s instructions. Real-time qRT-PCR was carried out for a total of 8 DEGs with PowerUp SYBR Green Master mix by ThermoFischer Scientific in the Bio-Rad iQ5 Thermal Cycler detection system. All the genes have been normalized with *cyclin-dependent kinase C-2* (CDKC-2, XM_004962139), being a suitable housekeeping gene [49]. All reactions were performed in duplicate and fold change measurements calculated with the 2^−∆∆CT^ method.

### Gene ontology and KEGG enrichment analysis

Based on differentially expressed genes (DEGs), the GO enrichment was accomplished by using blast2go (b2g4pipe_v2.5 version) software (e-value = 1e-6) [44]. Furthermore, to analyse the *Arundo donax* L. transcriptome, all the unigenes were submitted to KEGG database for the systematic analysis of gene function. KOBAS software (v.3.0, corrected *p*-value ≤ 0.05) has been applied to test the statistical enrichment of differentially expressed genes in KEGG pathway [50]. Moreover, a pathway analysis was conducted using MapMan3.6.0RC1 (https://mapman.gabipd.org/) [51]. All the unigenes were annotated and mapped using Mercator4 V2.0, an on-line tool of MapMan (https://www.plabipd.de/portal/mercator4) which accurately assigns hierarchal ontology providing visual representation of genes in different plant processes. The significant DEGs (padj < 0.05), with the corresponding log2FoldChange values, were used as dataset to align with the Mercator map. In order to analyse the main gene families and pathways affected by cadmium treatment, DEGs (Cd_R vs Cd_L* comparison) belonging to “Phytohormone action”, “Transcription factors”, “Nutrient uptake”, “Cell wall”, “Polyamine metabolism”, “ROS scavenging” and “Heavy metal transporter” categories were aligned to the *Arabidopsis thaliana* genome (Phytozome genome ID: 167, NCBI taxonomy ID: 3702) accessed through Phytozome 13 (https://phytozome-next.jgi.doe.gov/info/Athaliana_TAIR10). The DEGs showing a threshold of + / − 2.000 Log_2_FoldChange and an e-value ≤ 0.05 were selected.

### KEGG classification of cadmium and salt stress common genes

In order to elucidate the core response of *A. donax* to both salt [31, 32] and cadmium stress, the significant DEGs (padj ≤ 0.05) belonging to both S3_vs_CK (specifically deregulated DEGs under severe salt stress, 256.67 mM NaCl), and S4_vs_CK (specifically deregulated DEGs under extreme salt stress, 419.23 mM NaCl) comparisons [31, 32] were filtered considering a threshold of ± 2.00 log2FoldChange and merged, thus resulting in a “list of salt DEGs”. The same procedure was adopted to retrieve the significant DEGs (padj ≤ 0.05) belonging to Cd_R vs Cd_L*, Cd_L vs Cd_CK and Cd_R vs Cd_CK comparisons, resulting in a “list of cadmium DEGs”. A KO ID (KEGG ORTHOLOGY Database, https://www.genome.jp/kegg/ko.html) was assigned to each DEG, then, the two lists were compared by using the KO ID as common annotation code. The aforementioned comparison generated a merged DEG list where only DEGs whose KO ID was in both the “list of salt DEGs” and “list of cadmium DEGs” were included. Finally, genes were grouped by concordant type of regulation (up-regulated or down-regulated in both stresses).

## Results

### Effect of cadmium upon *A. donax* morpho-biometric and physiological parameters

As described in the Material and Methods section, both morpho-biometric and physiological parameters of *A. donax* G10 ecotype were evaluated at sampling date after being subjected to 4 ppm (4 mg/kg) of cadmium nitrate. A picture of giant reed G10 ecotype at sampling time is shown in Supplementary file 1: Figure S1. Considering the average values of the three biological replicates, we observed that both the main stem height and biomass dry weight per pot were reduced in those samples subjected to Cd treatment (Supplementary file 2: Figure S2A and S2B). Moreover, the net photosynthesis efficiency was also significantly reduced in treated samples compared to the untreated samples, reaching values of 8.64 µmol CO_2_ m^−2^ s^−1^ and 14.91 µmol CO_2_ m^−2^ s^−1^, respectively (Supplementary file 2: Figure S2C). The alteration of the aforementioned parameters indicated the effectiveness of the cadmium dose to induce response in G10 giant reed ecotype.

### Transcript assembly and annotation

In this study, the RNASeq approach was used to comprehensively identify the transcriptional response of the *A. donax* G10 ecotype in leaves and roots. 

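The samples came from pots of the G10 ecotype that had received either cadmium nitrate at 4 mg/kg (Cd) or ammonium nitrate in its place (CK), and were taken after 3 months. Leaves (L) and roots (R) of each treatment made up 4 groups of 3 biological replicates, CK_L, Cd_L, CK_R and Cd_R, with 12 libraries in all. The authors deposited a table of the expected counts that RSEM estimated for each unigene in each library, without normalization. It lists 126668 unigenes, of which 54 have no count in any library. Whole numbers made up 88.6% of its values, and all values were rounded to whole numbers before testing. Total counts per library ranged from 22157170 to 26033492, with medians of 25148856 in CK_L, 23978897 in Cd_L, 24408273 in CK_R and 22617449 in Cd_R. Unigenes with a count numbered 74805 to 80975 per CK_L library, 75670 to 78395 per Cd_L library, 81443 to 100351 per CK_R library and 85647 to 105247 per Cd_R library, with the highest root values in CK_R replicate 3 and Cd_R replicate 1. Groups were compared with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts, in the libraries of the groups compared. DEGs were unigenes with a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1 in either direction, the limits of the paper, and DESeq2, the tool of the paper, was run as an alternative. Tests, limits and alternatives were chosen before the data were examined, except where a setting is said to have been chosen after seeing the data. Expression of single unigenes is given in CPM (counts per 1000000 counts) on the TMM scale as mean ± SD of the 3 libraries of a group, and the standard error (SE) of a log2 fold change is the one implied by the edgeR test. Where a group held no count of a unigene, the fold change is a lower bound against a floor of 3 counts over the group. This bound takes the counts of the other group at face value and covers the counting error of the group without counts only. Where a group held 1 to 3 counts, the ratio of counts is given with its exact 95% interval, which covers the counting error of both groups. Neither covers the spread between replicates. Unigene names are those of the paper's tables, which rest on matches to other species, and the assembly and the counting can split reads of near-identical copies between unigenes.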

A flow chart of the giant reed leaf and root transcriptome sequencing and de novo assembly process is shown in Supplementary File 3: Figure S3. RNA integrity was checked prior sequencing and the average RNA integrity number (RIN) was 7.05. This shows that all samples were of good quality for further processing and sequencing (Table 1). After sequencing, we filtered the raw reads to remove the adapter-based or poor quality reads, obtaining a total of clean reads equal to 416 million (Table 1) representing the 96.89% of the total reads. Downstream analysis was then performed on about 34.7 million reads (10.4 Gb) per sample, for a total of 416 million clean reads, with Q30 and GC at 94.37% and 55.08%, respectively (Table 1). The clean read de novo assembly yielded 378,521 transcripts and 126,668 unigenes with N50 lengths of 1812 bp and 1555 bp, respectively (Table 1), consistent with previously reported N50 values ​​[29–32]. 

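The deposited expected counts summed to 287593141 over the 12 libraries, which is 69.1% of the number of clean reads in Table 1.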

To assess assembly consistency, filtered unique reads were mapped to the reconstructed transcriptome and average read mapping rate using bowtie2 alignment software was equal to 69.0% (Table 1). The completeness of the assembled transcriptome was evaluated by comparing it to the set of *Embryophyta* genes using the BUSCO quality assessment tool coupled with the OrthoDB (9.0 version) database of orthologs [40]. Among the searched 1440 BUSCO groups, 68.54% (987 BUSCOs) were complete (912 single-copy orthologs and 75 duplicated), 20.0% (288 BUSCOs) were fragment and 11.5% (165 BUSCOs) were missing. These results are comparable to those obtained previously in *A. donax* (70.07%, 13,19% and 16.74%, respectively) [29]. In addition, both transcript and unigene length distributions were reported (Supplementary file 4: Figure S4). Consequently, these results indicated that the sequencing quality was reliable to perform downstream analysis.

Functional annotation of the *A. donax* Unigenes was conducted by performing BLAST searches against public databases, such as the National Center for Biotechnology Information (NCBI), Protein Family (Pfam), Protein Ortholog Group Clusters (KOG / COG), SwissProt, Ortholog Database (KO), Gene Ontology (GO) (Table 2). A total of 88,139 unigenes were annotated in at least one database, and the frequency of Unigenes annotated in at least one searched database was 69.58%. Among them, 73,588 (58.08%) and 63,917 (50.46%) unigenes showed identity with the sequences in the Nr and Nt databases, respectively. The distributions of unigenes homologous to the sequences in the KO, SwissProt, Pfam, GO, and KEGG databases were 21.67, 40.83, 41.54, 41.54, and 13.71%, respectively (Table 2).

**Table 2:** The number and frequency of successful annotated genes

Database	Number of unigenes	Frequency %
Annotated in NR	73,588	58.09
Annotated in NT	63,917	50.46
Annotated in KO	27,461	21.67
Annotated in SwissProt	51,724	40.83
Annotated in PFAM	52,630	41.54
Annotated in GO	52,627	41.54
Annotated in KOG	17,370	13.71
Annotated in at least one database	88,139	69.58

### Identification of differentially expressed genes (DEGs)

The characterization of root and leaf *A. donax* transcriptome was accomplished by the identification of those unigenes whose expression level changed upon cadmium treatment. 

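In Cd_R vs CK_R, edgeR tested 55317 unigenes and called 0 DEGs, with a lowest adjusted p of 0.999 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Cd_L vs CK_L, it tested 48194 unigenes and called 0 DEGs, with a lowest adjusted p of 0.958 from the same edgeR test. The unadjusted p was under 0.05 for 2555 unigenes in root and for 2047 in leaf. In both tissues this is a smaller share of the unigenes tested than the 0.05 that chance alone gives. DESeq2 with its default settings called 186 DEGs in root and 73 in leaf, with an unadjusted p under 0.05 for 3638 and 2539 unigenes. Without its independent filtering, a setting chosen after seeing the data, DESeq2 called 107 DEGs in root and 55 in leaf, and without Cook's filter as well, also chosen after seeing the data, 2088 and 55. Cook's filter withholds the p of unigenes with an outlying library. Without it, 123512 root unigenes had a p instead of 119042, and 94388 leaf unigenes instead of 94329. The 2088 thus include unigenes with an outlying library.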

Based on the experimental design, a total of 162 genes showed differential expression in response to Cd treatment, 107 of them differentially expressed in root (Cd_R vs CK_R) and the remaining 55 differentially expressed in leaf (Cd_L vs CK_L). Among the 107 DEGs found in root, 36 were up-regulated and 71 down-regulated. 

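The root DEGs of DESeq2 were 58 up-regulated and 128 down-regulated unigenes with default settings, 36 and 71 without independent filtering, and 1839 and 249 also without Cook's filter. Table S1 lists 107 unigenes for root, and edgeR tested 106 of them. All 106 changed in the direction of Table S1, with unadjusted p between 8.38e-05 and 0.0105, and none was a DEG. Adjusted over the list alone, 106 of 106 had an adjusted p of 0.05 or less (0.00290 to 0.0105), but the study chose the list on these same libraries, which makes it no independent evidence. In 107 of the 107 unigenes the Cd_R libraries lay all above or all below the CK_R libraries in CPM. Chance alone gives 10% of unselected unigenes such a separation, but these were selected for a difference between these libraries, so the separation is no evidence either.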

In leaf, 19 genes resulted up-regulated and 36 down-regulated (Fig. 1A). 

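In leaf, DESeq2 with default settings called 22 up-regulated and 51 down-regulated unigenes, and without independent filtering 19 and 36. Of the 55 leaf unigenes in Table S1, edgeR tested 49, of which 49 changed in the direction of the table, with unadjusted p from 1.99e-05 to 0.00646. Adjusted over the list alone, 49 of 49 had an adjusted p of 0.05 or less (0.000974 to 0.00646), but the study chose the list on these same libraries, which makes it no independent evidence. The Cd_L and CK_L libraries did not overlap in 55 of 55 unigenes, against the 10% that chance gives in unselected unigenes. These too were selected for a difference between these libraries, so the separation is no evidence either.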

No DEGs were found in common between root and leaf. 

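The number of DEGs shared by the 2 tissues was 0 by edgeR, whose 2 lists are empty, and 0 by DESeq2 with default settings and without independent filtering. Of the 107 root unigenes of Table S1, edgeR tested 80 in leaf, where 56 changed in the same direction as in root and 8 had an unadjusted p under 0.05. Of the 55 leaf unigenes, it tested 50 in root, where 40 changed in the same direction as in leaf and 9 had an unadjusted p under 0.05.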

The higher number of DEGs in root with respect of the leaf suggested that root, representing the interface between soil and plant, is subjected to a wider reprogramming of the gene expression than leaves (Supplementary file 5; Table S1). 

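Whether cadmium changed expression differently in root and in leaf was tested directly, as the interaction of tissue and treatment in all 12 libraries. In 61242 unigenes, edgeR called 0 DEGs of the interaction, with a lowest adjusted p of 0.936 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1941 unigenes had an unadjusted p under 0.05. These 1941 are a smaller share than the 0.05 that chance alone gives. DESeq2 with default settings called 10 such DEGs, with an unadjusted p under 0.05 for 2451 unigenes. The lowest p of edgeR was that of Cluster-14691.53514, named after its values were seen, which had 8.41, 10.2 and 10.5 CPM in the CK_R and 3.71, 1.79 and 2.65 in the Cd_R libraries, and 7.03, 10.8 and 7.82 in the CK_L and 15.7, 18.1 and 17.0 in the Cd_L libraries. Its log2 fold change of the interaction was -2.82 by edgeR and -2.85 by DESeq2 (SE 0.40, adjusted p = 9.91e-08 from its Wald test with Benjamini-Hochberg adjustment, 9.91e-08 to 1.00 over all settings tried). In counts simulated with the fitted means and dispersions of the root libraries, where 200 unigenes were changed 4-fold or 16-fold, edgeR recovered 4% of the 4-fold and 73% of the 16-fold changes, and DESeq2 52% and 95%. With no unigene changed, edgeR called 1 DEG in the simulated roots and 1 in the simulated leaves. DESeq2 called 109 and 40 with default settings, and 107 and 41 without independent filtering. The likeness of this simulation to the real counts was not tested. From the higher number of DEGs in root than in leaf, the paper proposes that the root, as the interface between soil and plant, undergoes a wider reprogramming of gene expression than the leaves.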

DEGs identified in biological replicates clustered together in both organs, indicating good reproducibility of treatment (Supplementary file 6; Figure S5). Moreover, samples either belonging to control or treated samples clustered very close, thus probably explaining the low number of DEGs retrieved when comparing stressed and control samples (Supplementary file 6; Figure S5, S6). 

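Over the 61242 unigenes kept by the filter in all 12 libraries, the Pearson correlation of log2 CPM between replicates of 1 group was 0.877 to 0.916 in CK_R, 0.889 to 0.959 in Cd_R, 0.929 to 0.965 in CK_L and 0.952 to 0.966 in Cd_L. These correlations are across unigenes, which are not independent replicates. In a principal component analysis of log2 CPM, the first component held 76.4% of the variance and separated roots from leaves, and the next 2 held 6.42% and 3.71%. Scaling every unigene to unit variance moved the share of the first component most, to 50.7%. On the second component CK_R replicate 3 had a score of 147 and Cd_R replicate 1 a score of 171, while the other root libraries lay between -119 and -41.4.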

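Between Cd_R and CK_R libraries the correlation of log2 CPM was 0.856 to 0.945 over 9 pairs, lowest for CK_R replicate 2 with Cd_R replicate 1. The median was 0.919 between the treatments, 0.897 among CK_R libraries and 0.894 among Cd_R libraries. Between Cd_L and CK_L libraries the correlation was 0.932 to 0.964, with a median of 0.957, compared with 0.946 among CK_L and 0.955 among Cd_L libraries. Between roots and leaves it was 0.526 to 0.644 over 36 pairs.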

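In Cd_R vs Cd_L, edgeR tested 54423 unigenes and called 22243 DEGs, and in CK_R vs CK_L it tested 54084 and called 21172 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the DEGs of Cd_R vs Cd_L, 16868 (75.8%) were also DEGs of CK_R vs CK_L, all in the same direction, and their removal by unigene ID left 5375 DEGs in Cd_R vs Cd_L*. The reverse subtraction, of the DEGs of Cd_R vs Cd_L from those of CK_R vs CK_L, left 4304. Which list is the longer depends on the setting, as Cd_R vs Cd_L* and its reverse held 4151 and 5038 DEGs without a low-count filter, 4363 and 5067 with the replicate number as a block and 3527 and 4956 in one fit of all 12 libraries. The reverse list was also the longer without Cd_L replicate 1 (4321 and 5685), without Cd_L replicate 2 (4558 and 5708), without Cd_L replicate 3 (4758 and 5495), without CK_R replicate 3 (5587 and 5621), without Cd_R replicate 2 (4688 and 5465) and without Cd_R replicate 3 (4875 and 5702). A library left out leaves fewer libraries in only 1 of the 2 comparisons. These lengths therefore do not show which list is the longer at equal numbers of libraries. DESeq2 left 5590 and 5372 with default settings, and 5301 and 4879 without independent filtering, the setting chosen after seeing the data. Of the 5375 DEGs, 3498 were also among the 5301. With 1 library left out in turn, the number of DEGs in Cd_R vs Cd_L* ranged from 4321 to 8286, and it moved most without CK_L replicate 1 (8286) and without CK_L replicate 3 (8132). Without CK_L replicate 1, the reverse subtraction left 2849.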

On the contrary, a total of 5303 genes were counted as differentially expressed when the Cd_R vs Cd_L* comparison was analyzed (Fig. 1B). This result was obtained by subtracting the DEGs found in the comparison CK_R vs CK_L (all genes that are differentially expressed because they are tissue specific and not related to cadmium treatment) to the total DEGs retrieved by the comparison Cd_R vs Cd_L. 

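Of the 5375 DEGs left by the subtraction, 4032 were also tested in CK_R vs CK_L and 1343 had too few counts there to be tested. Of those tested, 3907 (96.9%) changed in the same direction in CK_R vs CK_L, 2036 of them by 2-fold or more, and 11 changed by 2-fold or more in the opposite direction. The unadjusted p in CK_R vs CK_L was under 0.05 for 1682. The same change of 2-fold or more was thus present in the controls for 37.9% of all DEGs of Cd_R vs Cd_L*, a share that moved most without the filter on low counts, to 72.6%, and that was 65.5% by DESeq2. It was also more than 1.5 times higher without CK_L replicate 1 (68.0%), CK_L replicate 2 (58.1%) or CK_L replicate 3 (62.4%). Each of these fits has fewer libraries in CK_R vs CK_L only. Over all 51636 unigenes tested in both comparisons, which share no library, the Pearson correlation of the log2 fold changes was 0.957, across unigenes that are not independent replicates.

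**Figure D1:**
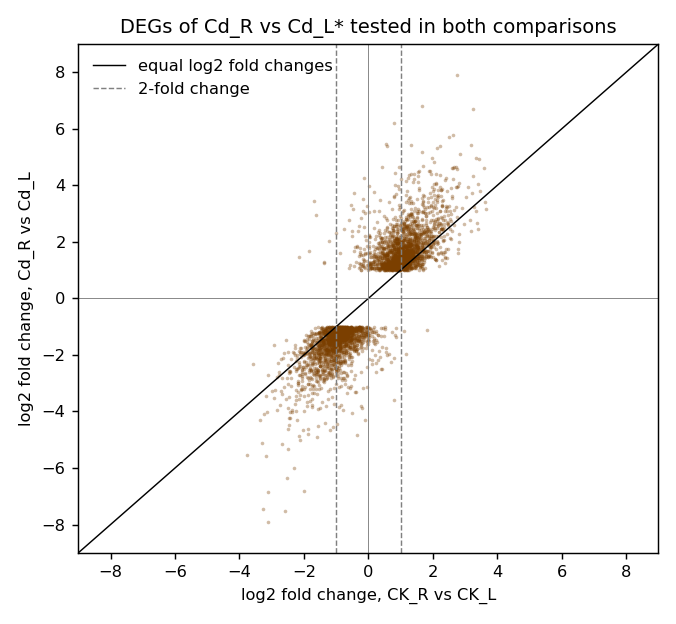
Log2 fold change of each DEG of Cd_R vs Cd_L* that was tested in both comparisons (points, 4032 unigenes), in CK_R vs CK_L on the x axis and in Cd_R vs Cd_L on the y axis, with the line of equal changes and dashed lines at a 2-fold change in CK_R vs CK_L. Of these unigenes, 3907 have the same sign on both axes.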

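Of the 5375 DEGs, 3058 were up-regulated and 2317 down-regulated in root, which puts 56.9% of them up. With counts scaled by library totals alone, without TMM, 4735 of 6218 DEGs were up-regulated (76.2%). That scaling moved the median log2 fold change of all unigenes tested by 0.54 in Cd_R vs Cd_L, 0.50 in CK_R vs CK_L, 0.16 in Cd_R vs CK_R and 0.11 in Cd_L vs CK_L. DESeq2 with default settings gave 3389 up-regulated and 2201 down-regulated DEGs. The numbers up and down were 5070 and 3216 without CK_L replicate 1, and 4873 and 3259 without CK_L replicate 3. In 456 of the 3058 up-regulated DEGs, more than 50% of the summed CPM of the Cd_R libraries lay in replicate 1, compared with 188 for replicate 2 and 102 for replicate 3.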

Among the 5303 DEGs, 3206 were up-regulated (showing a higher expression in root than in leaf) and 2097 were down-regulated (showing a lower expression in root than in leaf). Validation of RNAseq experiment was performed by measuring the expression levels of eight selected DEGs by quantitative real-time PCR (qRT-PCR) (Supplementary file 7: Figure S7). The results show high congruence between RNA-Seq and qRT-PCR (coefficient of determination R^2^ = 0.91), which accounts for the high reliability of RNA-Seq quantification of gene expression.

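The log2 fold changes by edgeR were set against the 8 qRT-PCR measurements of Figure S7. Pearson's r was 0.951 (R squared 0.905, exact two-sided permutation of the pairings, p = 0.00553), and Spearman's rho was 0.905 (exact permutation, p = 0.00456). Leaving out replicate 1 of every group moved r most, to 0.857. The measurements join different genes and both tissue and treatment comparisons, and they are not independent replicates. Among the unigenes measured in Cd_R vs CK_R, annotated as Glycine, ABC transporter, Xylanase and Sucrose 1-fructosyltransferase, the log2 fold changes by edgeR were 2.12, -1.90, -1.02 and -1.93. None of them was a DEG of that comparison, with an adjusted p of 0.999 each by edgeR's quasi-likelihood test and of 0.0913, 0.106, 0.102 and 0.583 by DESeq2, both with Benjamini-Hochberg adjustment. Over all settings tried, the adjusted p of these unigenes in that comparison lay between 0.0394 for Glycine and 1. The reference gene of the qRT-PCR (Cluster-14691.35187) had 29.6 ± 4.43 CPM in CK_L, 30.4 ± 2.92 in Cd_L, 24.2 ± 0.389 in CK_R and 23.4 ± 1.29 in Cd_R (SD, n = 3).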

**Fig. 1:**
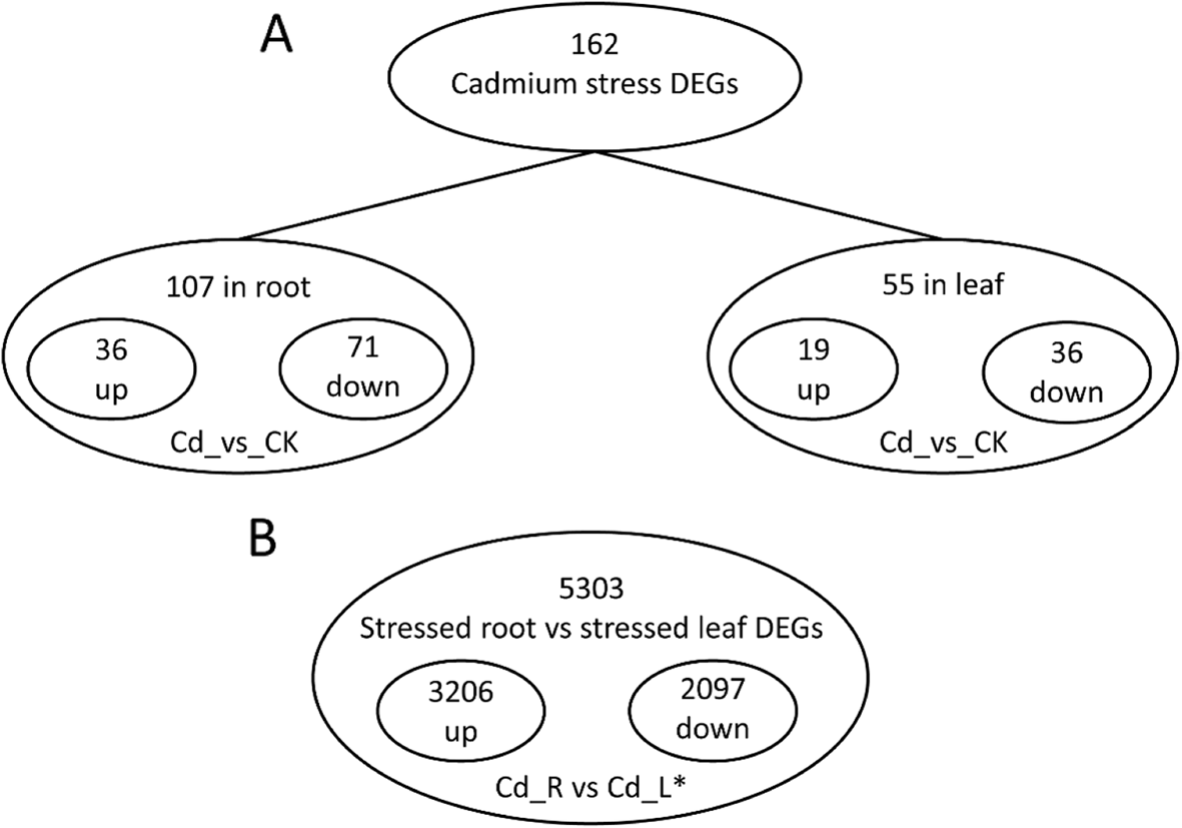
Summary of DEGs in roots and leaves of *A.donax* upon cadmium treatment. **A** Number of up-/down-regulated genes by Cd in different tissues (root treated vs control samples; leaf treated vs control samples). **B** Number of regulated genes between different tissues in stressed conditions. * The stressed root vs stressed leaf DEGs were obtained by subtracting the DEGs belonging to the CK_R vs CK_L comparison to the Cd_R vs Cd_L comparison

**Fig. 2:**
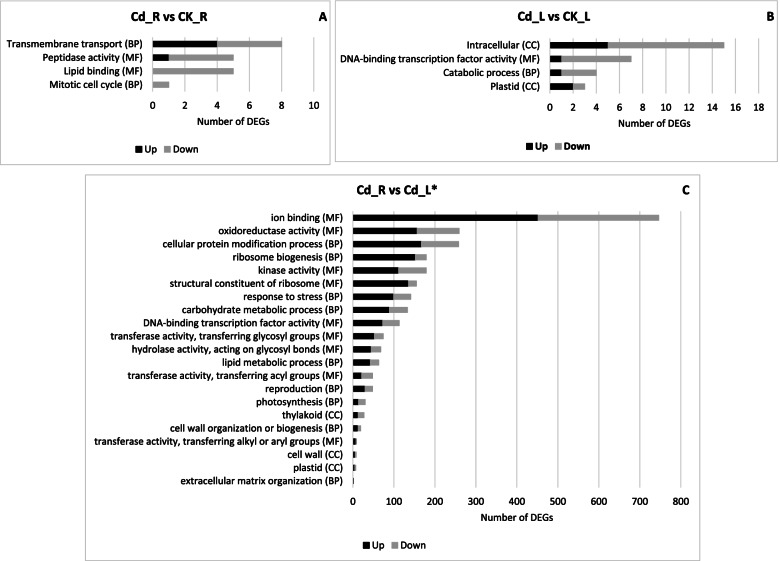
Gene Onthology (GO) enrichment for the DEGs of (**A**) Cd_R vs CK_R, (**B**) Cd_L vs CK_L and (**C**) Cd_R vs Cd_L*. The X-axis indicates the number of DEGs and the Y_axis indicates the subcategories. BP: Biological Process; MF: Molecular Function; CC: Cellular Component

### Functional classification of DEGs

Gene Ontology (GO) terms, Clusters of Orthologous Groups of protein (KOG) classification and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway functional enrichment were carried out to identify biological processes or pathways involved in cadmium stress response. Considering Cd_R vs CK_R dataset (Fig. 2A), “transmembrane transport” (GO:0,055,085) (4 up- and 4 down-regulated genes), “peptidase activity” (GO:0,008,233) (1 up- and 4 down-regulated genes and “lipid binding” (GO:0,008,289) (0 up- and 5 down-regulated genes) are the three most enriched GO terms. 

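Table S1 gives the GO term transmembrane transport itself, without its narrower terms, to 4 of the root unigenes, 2 up-regulated and 2 down-regulated by edgeR, with log2 fold changes in Cd_R vs CK_R from -1.78 to 2.60, unadjusted p between 0.000708 and 0.00122, and a lowest adjusted p of 0.999 (edgeR, Benjamini-Hochberg). The count of Fig. 2 for this term was not rebuilt from Table S1, which lists the terms of each unigene but not the GO hierarchy.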

“Intracellular” (GO:0,005,622) (5 up- and 10 down-regulated genes), “DNA-binding transcription factor activity” (GO:0,003,700) (1 up- and 6 down-regulated genes) and “catabolic process” (GO:0,009,056) (1 up- and 3 down-regulated genes) are the most enriched GO terms of Cd_L vs CK_L comparison (Fig. 2B). 

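Table S1 gives DNA-binding transcription factor activity to 7 leaf unigenes, of which edgeR tested 6 and found 1 up-regulated and 5 down-regulated in Cd_L vs CK_L, with log2 fold changes from -3.04 to 1.24 and unadjusted p between 0.000140 and 0.00147. The lowest adjusted p among them was 1.000 (edgeR, Benjamini-Hochberg), and in all 7 the Cd_L and CK_L libraries did not overlap, where chance gives 10%, in a list that the study chose on these libraries.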

As concerns the Cd_R vs Cd_L* sample data set (Fig. 2C), “ion binding” (GO:0,043,167) (451 up- and 295 down-regulated genes), “oxidoreductase activity” (GO:0,016,491) (156 up- and 103 down-regulated genes), “cellular protein modification process” (GO:0,006,464) (167 up- and 91 down-regulated genes), “ribosome biogenesis” (GO:0,042,254) (152 up- and 27 down-regulated genes) and “kinase activity” (GO:0,016,301) (111 up- and 68 down-regulated genes) are the most enriched GO terms. To predict any possible functions, all identified unigenes (126,668) were aligned to the KOG database to assign their corresponding KOG category (Supplementary File 8: Figure S8). Among the KOG categories, those clusters encoding for “Translation, ribosomal structure and biogenesis” (15.24%), “Post-translation modification, protein turnover, chaperones” (14.38%), “General function predict only” (11.59%) represented the largest group, followed by “Intracellular trafficking, secretion, and versicular transport” (6.88%), “Energy production and conversion” (6.84%), “Signal transduction mechanisms” (6.67%), “RNA processing and modification” (5.49%), “Amino acid transport and metabolism (5.25%), “Carbohydrate transport and metabolism” (4.68%), “Transcription” (4.55%) and “Lipid transport and metabolism (4.42%) were the most numerous categories (Supplementary File 8: Figure S8). The sets of DEGs originated from the above-described three comparisons (Cd_R vs CK_R, Cd_L vs CK_L and Cd_R vs Cd_L*) were mapped onto KEGG enrichment pathways. The main KEGG pathway terms were plotted in the Fig. 3. Considering both Cd_R vs CK_R and Cd_L vs CK_L sample data sets, we observed pathways represented by few DEGs each: “Oxidative phosphorylation”, “Arginine and proline metabolism” and “Monoterpenoid biosynthesis” in Cd_R vs CK_R comparison, and “Thiamine metabolism” and “Carotenoid biosynthesis” in Cd_L vs CK_L comparison (Fig. 3). As concerning Cd_R vs Cd_L* comparison “Plant hormone signal transduction”, “Phenylpropanoid biosynthesis”, “Starch and sucrose metabolism”, “Toll-like receptor signaling pathway” and “Glycolysis/Gluconeogenesis” were the five most represented KEGG pathways (Fig. 3).

**Fig. 3:**
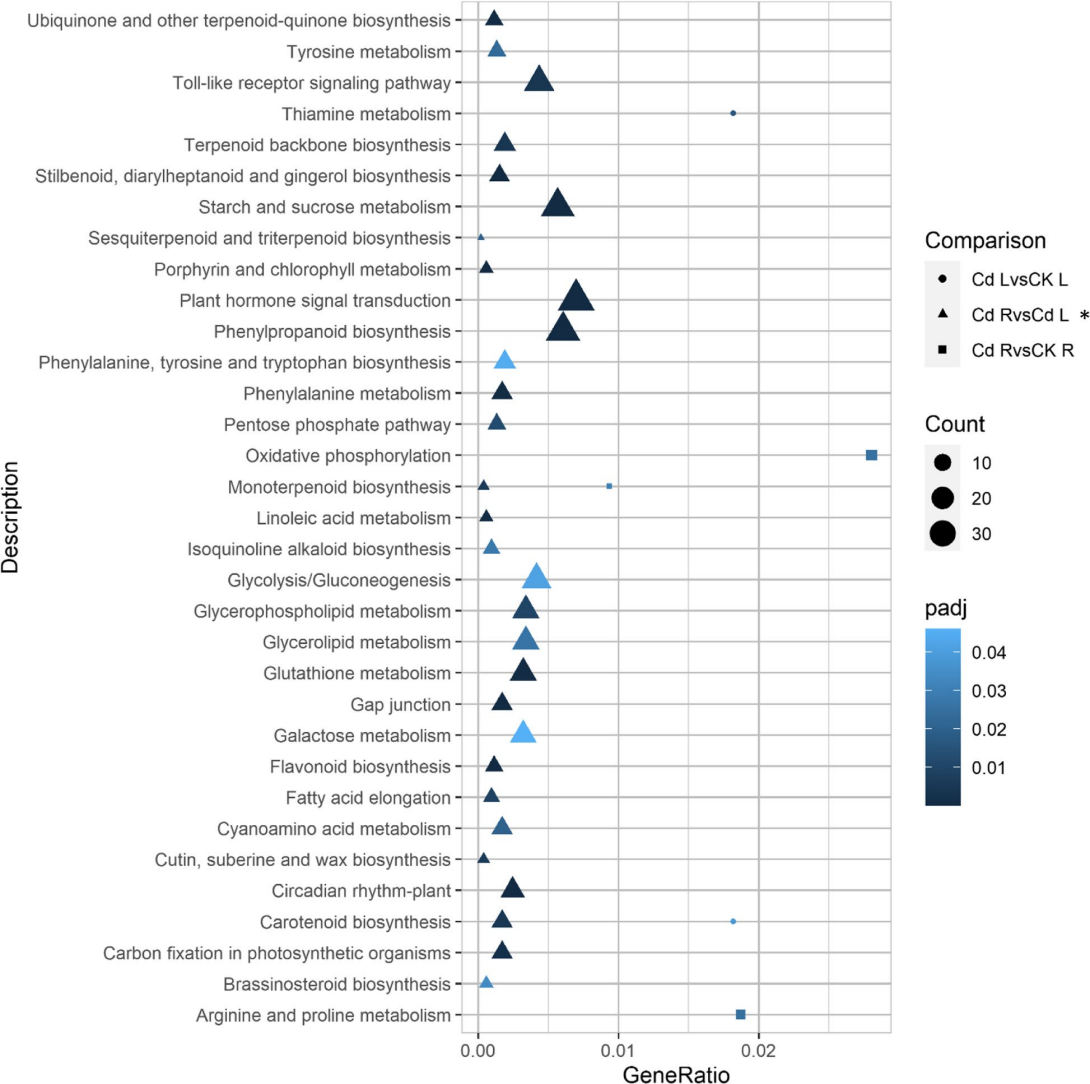
Distribution of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for differential expressed genes (DEGs) in the Cd_R vs CK_R, Cd_L vs CK_L and Cd_R vs Cd_L* comparisons (www.kegg.jp/kegg/kegg1.html)

### Identification of transcription factor families involved in plant response to cadmium

Transcription factors (TFs) have been identified as candidate targets for ameliorating plant tolerance in case of cadmium treatment. Therefore, DEGs encoding for TFs were retrieved from each comparison (Cd_R vs CK_R, Cd_L vs CK_L and Cd_R vs Cd_L*), grouped according to the belonging family and sorted for their corresponding abundance (Fig. 4). As result of the analysis, the five more abundant transcription factor families resulted “Ethylene responsive transcription factor” (ERF) (29 DEGs), “bzip” (27 DEGs), “WRKY” (23 DEGs), “bHLH” (15 DEGs) and “MYB” (13 DEGs) (Fig. 4). When different comparisons were considered, two bHLH (both up-regulated) and two ERF (1 up- and 1 down-regulated) TFs were found in the Cd_R vs CK_R dataset and one ERF, two bZIP and one WRKY (all down-regulated) were found in the Cd_L vs CK_L dataset. On the contrary, a higher number of DEGs were found in the Cd_R vs Cd_L* dataset: 26 DEGs belonging to ERF family (21 up- and 5 down-regulated), 25 to bZIP family (14 up- and 11-down regulated), 22 to WRKY family (17 up- and 5 down-regulated), 13 to bHLH family (10 up- and 3 down-regulated) and 13 to MYB family (7 up- and 6 down-regulated).

**Fig. 4:**
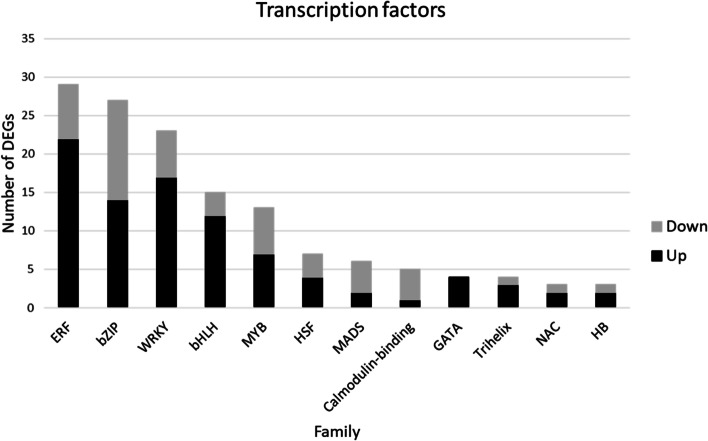
DEGs encoding for TFs. The bars represent the overall TFs found in the three comparisons (Cd_R vs CK_R, Cd_L vs CK_L and Cd_R vs Cd_L*)

### Main Processes affected by cadmium treatment

To have a comprehensive view of the metabolic changes occurring in *A. donax* L. under Cd treatment, all the significant DEGs of the Cd_R vs Cd_L* comparison were mapped to the MapMan 3.5.1R2 pathways. The analysis indicated that the five most enriched metabolic pathways are “Protein biosynthesis”, “Phytohormone action”, “Nutrient uptake”, “Cell wall organisation” and “Polyamine metabolism” (Table 3).

**Table 3:** Number of DEGs of the Cd_R vs Cd_L* comparison assigned to the top five MapMan 3.5.1R2 pathways. The significant DEG assignment is indicated by *p*value ≤ 0.05

Pathway Mapman	n° of DEGs	Up	Down	*p*value
Protein biosynthesis	130	128	2	3.25 × 10^–23^
Phytohormone action	56	45	11	7.61 × 10^–06^
Nutrient uptake	18	15	3	1.23 × 10^–03^
Cell wall organisation	17	15	2	1.17 × 10^–02^
Polyamine metabolism	4	0	4	4.80 × 10^–02^

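The unigenes of Table S2 were looked up among the DEGs of Cd_R vs Cd_L* by edgeR, which held 110 of the 220. Scaling by library totals gave 50 and DESeq2 200. For protein biosynthesis they held 48 of 124 unigenes (46 up-regulated and 2 down-regulated), for phytohormone action 34 of 55 (26 and 8), for nutrient uptake 14 of 17 (12 and 2), for cell wall organisation 11 of 17 (9 and 2) and for polyamine metabolism 4 of 4 (0 and 4). For polyamine metabolism the count was 2 without Cd_R replicate 3, 1 with library totals and 4 by DESeq2. For protein biosynthesis the count was 29 without CK_L replicate 2, 13 with library totals and 118 by DESeq2. In CK_R vs CK_L, the same change of 2-fold or more was present in 19 of the 50 protein biosynthesis unigenes tested there, 14 of 32 for phytohormone action, 3 of 10 for nutrient uptake, 13 of 15 for cell wall organisation and 2 of 4 for polyamine metabolism. In Cd_R vs CK_R, edgeR tested 151 of all these unigenes and called 0 DEGs, with 13 at an unadjusted p under 0.05, while DESeq2 called 1 with default settings. That one is the allene oxidase cyclase of Table S2B (Cluster-14691.51153), named after its values were seen, with a log2 fold change of -1.60 (SE 0.43, adjusted p = 0.0441 from DESeq2's Wald test with Benjamini-Hochberg adjustment) an edgeR adjusted p of 0.999 and a range of 0.0131 to 1.00 over all settings tried. Adjusted over the list alone, 0 had an adjusted p of 0.05 or less by edgeR with Benjamini-Hochberg adjustment (lowest 0.303), in a list that the study chose on these same libraries, which makes it no independent evidence. Over the polyamine metabolism sheet alone it was 2 of 4 (lowest 0.0158), and over each other sheet alone 0.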

The DEGs belonging to these pathways resulted mostly up-regulated in treated root compared to the treated leaf (Cd_R vs Cd_L*), except for genes of “Polyamine metabolism” that resulted all down-regulated in root compared with the leaf. In addition, considering their crucial role in heavy metal stress response, the coding sequence of each transcripts belonging to “Oxidative stress”, “Heavy metal ATPase 3 (HMA3) transporters” and “NRAMP transporters” categories along with the clusters resulted from the MapMan analysis (Table 3) have been aligned against the *Arabidopsis thaliana* genome (TAIR10) and the score of these alignments was reported (identity score and e-value) thus providing valuable indications of the cluster similarity with the reported genes (Table 4). 

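Table 4 lists 56 unigenes, of which 31 were DEGs of Cd_R vs Cd_L* by edgeR, and 6 were DEGs of CK_R vs CK_L. Of the 56, edgeR's filter left 19 untested in Cd_R vs Cd_L, and 12 of these were tested and called with some library left out. In Cd_L, 17 of the 56 had 0 counts in all 3 libraries. In CK_R vs CK_L, 30 were tested, all of them changed in the direction of Table 4, and 23 of them by 2-fold or more. In Cd_R vs CK_R, 44 were tested and 0 were DEGs by edgeR, with 8 at an unadjusted p under 0.05 and log2 fold changes from -3.98 to 3.35, and DESeq2 called 1 with default settings, the ERF of Cluster-14691.27999. With Benjamini-Hochberg adjustment over the list alone, the lowest adjusted p of edgeR was 0.0611, in a list that the study chose on these same libraries. Over single categories alone, 2 of the 23 transcription factors (lowest 0.0236), 1 of the 2 polyamine metabolism unigenes (lowest 0.0158) and 2 of the 9 ERF and AP2 unigenes (lowest 0.0111) had an adjusted p of 0.05 or less.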

Congruously, Table 4 reports clusters whose e-value was < 0.05 and showing a threshold of ± 2.000 log2fold change. The complete list of DEGs belonging to these pathways is reported in Supplementary file 9 (Table S2 A, B, C, D, E, F, G).

**Table 4:** Main processes affected by cadmium treatment

Cluster	Annotation	Gene identifier	Log_2_FoldChange	Identity %	e-value
*Phytohormone action*					
14,691.43609	nine-cis-epoxycarotenoid dioxygenase	AT1G78390.1	-3.2009	69	1.18e-179
14,691.50813	Abscisic acid 8'-hydroxylase 1-related	AT4G19230.1	2.0026	72	0
14,691.49474	Indole-3-pyruvate monooxygenase YUCCA2-related	AT5G25620.2	-2.6551	60	2.7e-74
14,691.13200	auxin efflux carrier component 9 (PIN)	AT5G57090.1	6,7678	53	1.50e-52
14,691.11710	1-Aminocyclopropane-1-carboxylate oxidase 51	AT1G77330.1	3.3103	63	9.05e-115
14,691.10785	ETHYLENE-INSENSITIVE 2 (EIN2)	AT5G03280.1	1.9616	54	3.91e-46
14,691.11833	gibberellin 20 oxidase 2	AT5G51810.1	2.9104	60	6.4e-162
14,691.10408	ROTUNDIFOLIA like 8	AT2G39705.1	7.0488	68	1.12e-09
14,691.12312	ROTUNDIFOLIA like 15	AT1G68825.1	6.1578	69	4.21e-10
15,957.0	CLAVATA3/ESR-RELATED 25	AT3G28455.1	6.0686	83	1.21e-4
14,691.82632	C-TERMINALLY ENCODED PEPTIDE 1	AT5G66815.1	9.4341	74	4.30e-04
*Transcription factors*					
14,691.27999	Ethylene-Responsive Transcription Factor CRF5-Related	AT2G20880.1	2.4027	92	3.47e-35
14,691.77282	Ethylene-Responsive Transcription Factor ERF003	AT5G25190.1	7.1758	70	1.54e-12
15,337.0	AP2-Like Ethylene-Responsive Transcription Factor AIL1	AT1G72570.1	7.117	87	5.02e-117
14,691.5263	Ethylene-Responsive Transcription Factor ERF071-Related	AT2G47520.1	5.4749	78	1.22e-12
14,691.17960	Ethylene-Responsive Transcription Factor CRF1-Related	AT3G14230.1	3.9041	96	4.31e-11
14,691.397	octadecanoid-responsive Arabidopsis AP2/ERF 59	AT1G06160.1	5.2872	61	2.22e-19
14,691.11372	related to AP2 11	AT5G19790.1	3.196	90	2.84e-14
14,691.28900	ERF domain protein 11	AT1G28370.1	2.4679	74	1.49e-03
14,691.32159	DNA-binding superfamily protein member of the ERF (ethylene response factor) subfamily	AT1G15360.1	-2.39	93	2.47e-12
14,691.82651	bZIP transcription factor family protein	AT1G68640.1	2.4872	63	3.05e-101
14,691.13800	Basic-leucine zipper (bZIP) transcription factor family protein	AT2G42380.2	3.7627	72	2.05e-42
19,280.1	WRKY DNA-binding protein 31	AT4G22070.1	6.1847	72	4.18e-63
14,691.7381	WRKY DNA-binding protein 9	AT1G68150.1	5.7632	63	4.79e-42
14,691.78281	WRKY DNA-binding protein 33	AT2G38470.1	5.4276	84	6.74e-29
32,613.0	WRKY DNA-binding protein 46	AT2G46400.1	-2.1896	70	5.80e-14
14,691.59464	WRKY family transcription factor	AT2G44745.1	-4.8279	77	4.73e-60
14,691.7255	WRKY DNA-binding protein 50	AT5G26170.1	4.2467	72	1.92e-25
14,691.57513	Transcription factor BHLH66-Related	AT4G30980.1	2.4623	98	3.22e-24
14,691.57184	Helix-loop-helix DNA-binding domain (HLH)	AT4G05170.1	-2.2109	83	1.35e-21
14,691.73182	Transcription factor BHLH71-RELATED	AT1G22490.1	7.0841	82	3.30e-15
14,691.61708	MYB domain PROTEIN 11-RELATED	AT2G47460.1	-2.8152	85	2.61e-15
14,691.15951	myb domain protein 24	AT5G40350.1	5.4902	82	3.71e-55
14,691.40443	Transcription factor RAX2	AT2G36890.1	-2.2491	78	6.01e-21
*Nutrient uptake*					
14,691.17907	nitrate transporter 2.5	AT1G12940.1	3.835	68	0
14,691.36103	nitrate reductase 1	AT1G77760.1	4.0674	61	8.24e-145
14,691.51441	phosphate transporter 1.7	AT3G54700.1	2.1772	71	1.34e-81
14,691.45899	phosphate transporter 1.4	AT2G38940.1	2.0997	76	0
14,691.23657	vacuolar iron transporter 1	AT2G01770.1	-2.4401	71	3.72e-58
*Cell wall*					
20,197.0	pectin methylesterase 61	AT3G59010.1	5.3189	65	3.93e-65
14,691.66836	Plant invertase/pectin methylesterase inhibitor superfamily	AT5G09760.1	4.3545	62	1.03e-108
14,691.14990	cinnamoyl coa reductase 1	AT2G33570.1	3.4503	64	2.51e-149
14,691.6397	laccase-8	AT3G09220.1	3,9852	42	2.24e-74
14,691.27253	membrane-associated progesterone binding protein 3	AT3G48890.1	2.2593	84	2.72e-16
14,691.76733	alpha expansin 11	AT1G20190.1	6.7503	73	6.73e-132
14,691.8155	EG45-LIKE domain containing protein 1 -related	AT4G30380.1	7.2163	61	3.44e-36
*Polyamine metabolism*					
14,691.48898	Agmatine deiminase	AT5G08170.1	-3.3113	72	1.82e-49
14,691.6139	Putative lysine decarboxylase family protein	AT2G28305.1	4.1682	82	1.93e-115
*ROS scavenging*					
14,691.12641	NADPH oxidase 1	AT1G09090.1	7.1387	50	5.55e-4
14,691.9595	Superoxide dismutase	AT1G08830.2	6.7735	55	2.49e-46
14,691.24413	Ascorbate peroxidase 3	AT4G35000.1	3.4836	84	7.24e-59
14,691.9539	Glutathione S-transferase	AT1G78340.1	9.5248	52	9.61e-66
10,504.0	Catalase	AT1G07890.6	6.3794	39	3.30e-4
14,691.81808	Glutaredoxin-C5	AT5G14070.1	7.2257	55	4.69e-35
*Heavy metal transporters*					
14,691.35424	Cadmium / zinc-transporting ATPase HMA3	AT4G30120.1	-3.7045	55	2.90e-42
27,204.0	Metal transporter Nramp1	AT1G80830.1	3.6765	57	2.06e-70

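Nine-cis-epoxycarotenoid dioxygenase 9 (Cluster-14691.43609) had 0.964 ± 0.622 CPM in Cd_R and 9.10 ± 9.81 in Cd_L (SD, n = 3), a log2 fold change of -3.21 (SE 0.90, but -1.84 without Cd_L replicate 1, adjusted p = 0.0235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Cd_L libraries held 20.4, 2.69 and 4.23 CPM, and the adjusted p was 0.0667 without Cd_L replicate 1, 0.0688 without Cd_R replicate 2 and 0.0718 without Cd_R replicate 3. In the controls it had 2.43 ± 2.39 CPM in CK_R and 7.54 ± 4.86 in CK_L (SD, n = 3), a log2 fold change of -1.62 (SE 0.97, adjusted p = 0.224 from the same edgeR test). Between Cd_R and CK_R the log2 fold change was -1.35 (SE 1.09, adjusted p = 0.999 by edgeR), and the libraries of the groups overlapped. This change ranged from -1.93 without Cd_R replicate 1 to -0.32 without CK_R replicate 3.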

Regarding the “Phytohormone” category, nine-cis-epoxycarotenoid dioxygenase 9 catalyzing the first step of abscisic-acid (ABA) biosynthesis from carotenoids is down regulated in cadmium treated giant reed roots (Cd_R vs Cd_L*) (Table 4). Moreover, abscisic acid 8’-hydroxylase 1 – related involved in the first step of the oxidative degradation of ( +)-ABA was up-regulated in the Cd_R vs Cd_L* comparison, suggesting that cadmium treatment suppresses ABA synthesis and promotes its degradation in giant reed root thus quenching the signal cascade induced by this hormone. 

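Abscisic acid 8'-hydroxylase 1 (Cluster-14691.50813) had 304 ± 109 CPM in Cd_R and 77.9 ± 45.8 in Cd_L (SD, n = 3), a log2 fold change of 1.98 (SE 0.48, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.0516 without Cd_L replicate 1 and 0.0553 without Cd_L replicate 2. The controls had 111 ± 61.1 CPM in CK_R and 81.3 ± 43.3 in CK_L (SD, n = 3). All Cd_R libraries lay above all CK_R libraries, with a log2 fold change of 1.45 (SE 0.53), an unadjusted p of 0.0314 and an adjusted p of 0.999 by edgeR.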

Indole-3-pyruvate monooxygenase YUCCA2-related encoding an enzyme involved in auxin biosynthesis and converting the indole-3-pyruvic acid (IPA) to indole-3-acetic acid (IAA) resulted up regulated in the cadmium treated roots with respect to treated leaf (Cd_R vs Cd_L*). Similarly, the gene encoding 1-aminocyclopropane-1-carboxylate oxidase (ACO) encoding an enzyme synthesizing the plant hormone ethylene was up-regulated in giant reed roots treated with cadmium. 

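The unigene listed as indole-3-pyruvate monooxygenase YUCCA2 in Table 4 (Cluster-14691.49474) had 0.977 ± 0.873 CPM in Cd_R and 6.30 ± 3.64 in Cd_L (SD, n = 3). Its log2 fold change in Cd_R vs Cd_L was -2.66 (SE 0.75, but -3.64 without Cd_R replicate 1, adjusted p = 0.0234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in root than in leaf, and the adjusted p was 0.0770 without Cd_L replicate 1, 0.0611 without Cd_L replicate 3, 0.0579 without Cd_R replicate 2 and 0.0738 without Cd_R replicate 3. In CK_R vs CK_L the log2 fold change was -1.63 (SE 0.92) and in Cd_R vs CK_R -1.92 (SE 1.02), with adjusted p of 0.199 and 0.999 by edgeR. The value in Cd_R vs CK_R ranged from -2.96 without Cd_R replicate 1 to -1.53 without CK_R replicate 3. The auxin efflux carrier of Table 4 (Cluster-14691.13200) had 1.80 ± 0.299 CPM in Cd_R and 0.435 ± 0.315 in CK_R (SD, n = 3), and 1 count in Cd_L, with a ratio of Cd_R over Cd_L of 114 (exact 95% interval 20.2 to 4547). All of its Cd_R libraries lay above all CK_R libraries, with a log2 fold change of 2.03 (SE 0.55), an unadjusted p of 0.00803 and an adjusted p of 0.999.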

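The ACO unigene (Cluster-14691.11710) had 6.15 ± 6.68 CPM in Cd_R and 0.629 ± 0.273 in Cd_L (SD, n = 3), a log2 fold change of 3.29 (SE 0.94, but 1.96 without Cd_R replicate 1, adjusted p = 0.0252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0581 without Cd_L replicate 1, 0.0919 without Cd_L replicate 2 and 0.0880 without Cd_L replicate 3. The Cd_R libraries held 13.7, 1.00 and 3.73 CPM and the CK_R libraries 1.60, 3.24 and 15.9, a log2 fold change of -0.19 (SE 1.11) in Cd_R vs CK_R whose sign changed with 1 library left out (1.35 without CK_R replicate 3, 0.32 without Cd_R replicate 2 and 0.07 without Cd_R replicate 3, against -1.57 without Cd_R replicate 1 at the other end). The EIN2 unigene of Table 4 (Cluster-14691.10785) was a DEG both of Cd_R vs Cd_L, with a log2 fold change of 1.92 (adjusted p = 0.0136 by edgeR, but 0.0662 without Cd_L replicate 1 and 0.0620 without Cd_L replicate 2), and of CK_R vs CK_L, with 1.84 (adjusted p = 0.0317).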

Gibberellin 20 oxidase 2, encoding a key oxidase enzyme in the biosynthesis of gibberellins, considered potent signaling molecules to enhance growth and developmental processes under abiotic stress conditions [52], was also found up-regulated in the Cd_R vs Cd_L* comparison. 

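Gibberellin 20 oxidase 2 (Cluster-14691.11833) had 14.6 ± 8.46 CPM in Cd_R and 2.00 ± 1.12 in Cd_L (SD, n = 3), a log2 fold change of 2.87 (SE 0.66, adjusted p = 0.0108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call held with each library left out. Compared with CK_R, the log2 fold change in Cd_R was 1.18 (SE 0.53, adjusted p = 0.999 by edgeR), with 5.18, 21.6 and 17.0 CPM in the Cd_R libraries and 4.42, 7.77 and 6.88 in the CK_R libraries.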

Signaling peptides, also known as peptide hormones, along with classical phytohormones, are involved in plant intracellular signaling. C-terminally encoded peptide (CEP), two genes encoding ROTUNDIFOLIA like proteins, and a transcript encoding CLAVATA3/ESR-RELATED 25 were among the sharply up-regulated genes in the cadmium treated root (Cd_R vs Cd_L*).

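The 4 signaling peptide unigenes of Table 4 had 0 counts in every leaf library of both treatments. C-terminally encoded peptide 1 (Cluster-14691.82632) was at least 121-fold higher in Cd_R than in Cd_L, with 0.409, 12.4 and 4.55 CPM in the Cd_R libraries and 0.145, 0 and 1.5 in the CK_R libraries. It was a DEG of Cd_R vs Cd_L (adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in Cd_R vs CK_R its log2 fold change was 3.35 (SE 1.58, adjusted p = 0.999 by edgeR). The latter ranged from 2.2 without Cd_R replicate 2 to 6.2 without CK_R replicate 3. ROTUNDIFOLIA like 8 (Cluster-14691.10408) was at least 23.0-fold, ROTUNDIFOLIA like 15 (Cluster-14691.12312) at least 12.6-fold and CLAVATA3/ESR-RELATED 25 (Cluster-15957.0) at least 11.9-fold higher in Cd_R than in Cd_L, and edgeR's filter left these 3 untested in that comparison. They were tested there without any 1 Cd_L replicate or without Cd_R replicate 1. ROTUNDIFOLIA like 15 (adjusted p of 0.00464 to 0.0378 by edgeR) and CLAVATA3/ESR-RELATED 25 (0.00446 to 0.0354) were then DEGs each time. ROTUNDIFOLIA like 8 was a DEG without Cd_R replicate 1 (0.00125), but not without a Cd_L replicate (0.109 to 0.119). In the controls, the 4 unigenes were at least 11.6-fold, 4.74-fold, 5.22-fold and 6.64-fold higher in CK_R than in CK_L. Their counts summed over 3 libraries were 481, 91, 50 and 47 in Cd_R and 49, 20, 22 and 28 in CK_R.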

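Of the 9 ERF and AP2 unigenes of Table 4, 7 were DEGs of Cd_R vs Cd_L* by edgeR. In Cd_R vs CK_R, edgeR tested 8 of them and called 0, with 3 at an unadjusted p under 0.05, while DESeq2 called 1, Cluster-14691.27999, with a log2 fold change of -2.40 (adjusted p = 0.0107 from its Wald test with Benjamini-Hochberg adjustment, 0.00162 to 1.00 over all settings tried). Table S1 of the paper also lists Cluster-14691.27999 as lower in Cd_R than in CK_R, with -2.4027. The ERF of Cluster-14691.27999 had 0.507 ± 0.220 CPM in Cd_R and 2.66 ± 0.829 in CK_R (SD, n = 3), with all Cd_R libraries below all CK_R libraries. Its log2 fold change was -2.39 in Cd_R vs CK_R (SE 0.46, unadjusted p = 0.00139, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.17 in Cd_R vs Cd_L (SE 0.45) and 2.29 in CK_R vs CK_L (SE 0.43). An AP2-like ERF (Cluster-15337.0) with 0 counts in all leaf libraries was at least 25.0-fold higher in Cd_R than in Cd_L, and Cluster-14691.5263 had a ratio of Cd_R over Cd_L of 45.1 (exact 95% interval 12.2 to 376). Both had all Cd_R libraries above all CK_R libraries, with log2 fold changes of 2.02 (SE 0.50) and 2.02 (SE 0.66), unadjusted p of 0.00521 and 0.0195, and adjusted p of 0.999 each. ERF domain protein 11 (Cluster-14691.28900), with a log2 fold change of 2.44 in Cd_R vs Cd_L (SE 0.41, adjusted p = 0.00298 by edgeR), had 23.3, 0.841 and 2.99 CPM in the CK_R libraries and 3.51, 2.19 and 3.29 in the Cd_R libraries. The call of Cluster-14691.17960 in Cd_R vs Cd_L (log2 fold change 3.86, but 3.25 without Cd_L replicate 1 and 5.21 without Cd_L replicate 3) was lost with an adjusted p of 0.0632 without Cd_L replicate 2, and that of Cluster-14691.32159 (log2 fold change -2.41, but -1.71 without Cd_L replicate 1) with 0.0501 without Cd_R replicate 3.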

As concerns the “Transcription factors” category, several transcripts encoding Ethylene-Responsive Transcription (ERT) factors which have been reported to be involved in the ethylene signaling transduction pathway in plant abiotic stress response [53] were found sharply up regulated in the Cd_R vs Cd_L*. Therefore, the results indicate that ethylene-triggered signal cascade plays a crucial role in giant reed root under cadmium treatment. 

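Among the 6 WRKY unigenes of Table 4, 1 was a DEG of Cd_R vs Cd_L* by edgeR, WRKY50 (Cluster-14691.7255), with a log2 fold change of 4.11 (SE 1.34, but 8.35 without Cd_L replicate 2 and 2.46 without Cd_R replicate 1, adjusted p = 0.0409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of WRKY50 was 0.118 without Cd_L replicate 1, 0.0516 without Cd_L replicate 2, 0.117 without Cd_L replicate 3 and 0.0929 without Cd_R replicate 1. It had 3.88, 0.430 and 0.597 CPM in the Cd_R libraries and 0.435, 0.0801 and 1.89 in the CK_R libraries. WRKY9 (Cluster-14691.7381) and WRKY31 (Cluster-19280.1) had 0 counts in all leaf libraries, and edgeR's filter left them untested. WRKY9 was at least 10.1-fold higher in Cd_R than in Cd_L, with 0.954, 0.179 and 0.261 CPM in the Cd_R libraries, and WRKY31 at least 13.6-fold, with 1.40, 0.251 and 0.224 CPM. WRKY33 (Cluster-14691.78281) had 1 count in Cd_L and 61 in Cd_R, a ratio of 46.2 (exact 95% interval 7.99 to 1854), and it was tested and a DEG with some libraries left out (adjusted p = 0.0388 without Cd_L replicate 1, 0.0397 without Cd_L replicate 2, 0.0295 without Cd_L replicate 3 and 0.00798 without Cd_R replicate 2, by edgeR). The log2 fold change in Cd_R vs CK_R was 1.31 (SE 0.75) for WRKY33 and 1.00 (SE 1.20) for WRKY50, with an adjusted p of 0.999 each by edgeR. For WRKY33 it ranged from 0.62 without Cd_R replicate 1 to 2.04 without CK_R replicate 3. For WRKY50 it was -0.67 without Cd_R replicate 1, against 2.64 without CK_R replicate 3 at the other end.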

Interestingly, the WRKY gene family is also over-represented in the “Transcription factor” category (Table 4) and in particular WRKY9, that is involved in increased root suberin deposition [54], WRKY33 that controls the apoplastic barrier formation in roots [55] and WRKY50 positively regulating resistance against necrotrophic pathogens [56] were found up-regulated in cadmium treated giant reed roots (Cd_R vs Cd_L*). Conversely, WRKY46 that seems to be involved in hypersensitivity to drought and salt stress [57] was down regulated (Table 4).

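WRKY46 (Cluster-32613.0) had 0.411 ± 0.333 CPM in Cd_R and 1.93 ± 0.262 in Cd_L (SD, n = 3), a log2 fold change of -2.21 (SE 0.58, but -3.04 without Cd_R replicate 3, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0610 without Cd_L replicate 1 and 0.0502 without Cd_L replicate 2. As it was also a DEG of CK_R vs CK_L, with a log2 fold change of -1.87 (SE 0.61, adjusted p = 0.0418 by edgeR), the subtraction removes it from Cd_R vs Cd_L*. Against CK_R, its log2 fold change in Cd_R was -0.34 (SE 0.83), and it was 0.01 without CK_R replicate 3 and 0.07 without Cd_R replicate 2, against -1.19 without Cd_R replicate 3 at the other end.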

The analysis of the “Cell wall” category reveals that transcripts encoding alpha expansin 11, that causes loosening and extension of plant cell walls by disrupting non-covalent bonding between cellulose microfibrils and matrix glucans [58], were up-regulated in the Cd_R vs Cd_L* comparison. 

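Alpha expansin 11 (Cluster-14691.76733) had 17.1, 0.640 and 0.332 CPM in the CK_R libraries and 0.204, 0.932 and 4.14 in the Cd_R libraries. It had 1 count in Cd_L and 143 in Cd_R, a ratio of 108 (exact 95% interval 19.1 to 4307), and edgeR's filter left it untested in Cd_R vs Cd_L, where it was a DEG with 1 of the libraries left out (adjusted p = 0.00181 without Cd_R replicate 1). In the controls it was at least 118-fold higher in CK_R than in CK_L, and a DEG (adjusted p = 0.0370 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change in Cd_R vs CK_R was -1.78 (SE 1.60, adjusted p = 0.999 by edgeR), but 1.83 without CK_R replicate 1, against -3.40 without Cd_R replicate 3 at the other end.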

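The unigene listed as cinnamoyl CoA reductase 1 in Table 4 (Cluster-14691.14990, a beta-1,4-galactosyltransferase in Table S2D) had 3.10 ± 2.28 CPM in Cd_R and 0.298 ± 0.268 in Cd_L (SD, n = 3). Its log2 fold change was 3.41 (SE 1.09, but 4.10 without Cd_L replicate 1 and 2.77 without Cd_L replicate 2, adjusted p = 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0707 without Cd_L replicate 1, 0.0741 without Cd_L replicate 2, 0.10 without Cd_L replicate 3, 0.0847 without Cd_R replicate 2 and 0.105 without Cd_R replicate 3. Laccase-8 (Cluster-14691.6397) had 1.76 ± 1.18 CPM in Cd_R and 0.116 ± 0.102 in Cd_L (SD, n = 3), a log2 fold change of 3.93 (SE 1.00, but 3.29 without Cd_L replicate 2, adjusted p = 0.0158 by edgeR, but 0.0526 without Cd_L replicate 3). Membrane-associated progesterone binding protein 3 (Cluster-14691.27253) had a log2 fold change of 2.22 in Cd_R vs Cd_L (SE 0.53, adjusted p = 0.0122 by edgeR, but 0.0513 without Cd_L replicate 3) and of 2.22 in CK_R vs CK_L (SE 0.72, but 2.89 without CK_L replicate 2, adjusted p = 0.0417), which makes it a DEG of both. The log2 fold changes of the 3 unigenes in Cd_R vs CK_R were 0.05 (SE 0.82), -0.50 (SE 1.07) and 0.29 (SE 0.46). The sign of the first changed with 1 library left out (-0.36 without CK_R replicate 3, -0.10 without Cd_R replicate 2 and -0.48 without Cd_R replicate 3, against 0.55 without Cd_R replicate 1 at the other end), as did that of the second (0.48 without CK_R replicate 3, against -1.05 without CK_R replicate 1 at the other end).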

The genes encoding cinnamoyl Coa reductase, laccase and membrane-associated progesterone binding protein 3 involved in lignin biosynthesis were strongly induced in cadmium treated roots. Moreover, pectin methylesterase 61 and invertase/pectin methylesterase inhibitor gene have been found up-regulated in Cd-treated root thus confirming the overall results related to “Cell wall” category that this cellular district is target of deep remodeling under cadmium stress [59]. 

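Pectin methylesterase 61 (Cluster-20197.0) had 0 counts in the leaf libraries, 29 in Cd_R and 25 in CK_R, at least 7.32-fold more in Cd_R than in Cd_L and at least 5.93-fold more in CK_R than in CK_L. The invertase/pectin methylesterase inhibitor (Cluster-14691.66836) had 77.5 ± 7.58 CPM in Cd_R and 3.91 ± 3.95 in Cd_L (SD, n = 3), a log2 fold change of 4.33 (SE 0.72, but 5.55 without Cd_L replicate 3, adjusted p = 0.00291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed a DEG with each library left out. The controls had 48.8 ± 23.4 CPM in CK_R and 17.2 ± 16.4 in CK_L (SD, n = 3), and the log2 fold change in Cd_R vs CK_R was 0.66 (SE 0.35, adjusted p = 0.999 by edgeR).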

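Nitrate reductase 1 (Cluster-14691.36103) had 65.0 ± 59.0 CPM in Cd_R and 3.95 ± 1.53 in Cd_L (SD, n = 3), a log2 fold change of 4.06 (SE 0.72, but 3.04 without Cd_R replicate 1, adjusted p = 0.00379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Cd_R libraries held 133, 27.3 and 34.7 CPM and the CK_R libraries 20.7, 27.9 and 37.9, a log2 fold change of 1.16 in Cd_R vs CK_R (SE 0.64, adjusted p = 0.999 by edgeR) that ranged from 0.09 without Cd_R replicate 1 to 1.53 without Cd_R replicate 2. Nitrate transporter 2.5 (Cluster-14691.17907) had 21.7, 2.47 and 4.22 CPM in the Cd_R libraries and 1.05, 0.921 and 24.6 in the CK_R libraries. Its log2 fold change was 3.81 in Cd_R vs Cd_L (SE 0.97, but 2.34 without Cd_R replicate 1, adjusted p = 0.0160 by edgeR, but 0.0600 without Cd_L replicate 2 and 0.0580 without Cd_L replicate 3) and 0.08 in Cd_R vs CK_R (SE 1.40), the latter with -0.45 without CK_R replicate 1, -0.46 without CK_R replicate 2 and -1.43 without Cd_R replicate 1, against 3.26 without CK_R replicate 3 at the other end.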

Regarding the “Nutrient uptake” category, transcripts related with nitrogen metabolism, such as nitrate reductase and high affinity nitrate transporter 2.5 were upregulated by cadmium treatment in giant reed roots, being they involved in nitrogen assimilation and uptake, respectively. Furthermore, phosphate transporter encoding genes involved in phosphate uptake at plasma membrane level were also upregulated whereas vacuolar iron transporter required for iron sequestration into vacuoles was downregulated in cadmium treated roots. 

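Phosphate transporter 1.7 (Cluster-14691.51441) had 11.8 ± 8.42 CPM in Cd_R, 2.64 ± 1.78 in Cd_L and 11.6 ± 8.87 in CK_R (SD, n = 3), and its log2 fold change in Cd_R vs Cd_L was 2.16 (SE 0.68, but 2.75 without Cd_L replicate 2 and 1.41 without Cd_R replicate 1, adjusted p = 0.0351 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.106 without Cd_L replicate 1, 0.0842 without Cd_L replicate 3 and 0.0688 without Cd_R replicate 1. Phosphate transporter 1.4 (Cluster-14691.45899) had 77.3 ± 58.0 CPM in Cd_R, 18.4 ± 3.56 in Cd_L and 52.6 ± 30.3 in CK_R (SD, n = 3), with a log2 fold change of 2.09 (SE 0.51, but 1.30 without Cd_R replicate 1, adjusted p = 0.0138 by edgeR, but 0.0520 without Cd_L replicate 2 and 0.0601 without Cd_L replicate 3). Vacuolar iron transporter 1 (Cluster-14691.23657) had 0.820 ± 0.416 CPM in Cd_R, 4.60 ± 0.740 in Cd_L and 1.49 ± 0.626 in CK_R (SD, n = 3), a log2 fold change of -2.47 in Cd_R vs Cd_L (SE 0.46, adjusted p = 0.00446 by edgeR), and its call held with each library left out. Relative to CK_R, the 3 unigenes had log2 fold changes in Cd_R of 0.00 (SE 0.72), 0.54 (SE 0.62) and -0.87 (SE 0.58). The first of these became -0.42 without CK_R replicate 1, -0.10 without CK_R replicate 2 and -0.76 without Cd_R replicate 1, against 0.80 without CK_R replicate 3 at the other end, and the second -0.28 without Cd_R replicate 1, against 1.12 without CK_R replicate 3 at the other end.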

Overall, these results support that cadmium treatment induced an imbalance of the main nutrient levels which can cause disturbances in plant growth. Polyamines (PAs) are ubiquitous low molecular weight aliphatic cations that are present in all organisms; the major PAs in plants are putrescine, spermidine, and spermine, and to a lesser extent, cadaverine. Cadaverine, a structurally different diamine, has an independent biosynthetic pathway as it is synthesized from lysine by lysine decarboxylase (LDC) [60]. Agmatine deiminase catalyzes the hydrolysis of agmatine into N-carbamoylputrescine in the arginine decarboxylase (ADC) pathway of putrescine biosynthesis. 

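Agmatine deiminase (Cluster-14691.48898) had 1.71 ± 0.111 CPM in Cd_R and 17.5 ± 2.14 in Cd_L (SD, n = 3), a log2 fold change of -3.34 (SE 0.21, adjusted p = 8.48e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the controls it had 6.67 ± 3.80 CPM in CK_R and 23.1 ± 21.0 in CK_L (SD, n = 3), a log2 fold change of -1.74 (SE 0.73, adjusted p = 0.0929 by edgeR). All Cd_R libraries lay below all CK_R libraries, with a log2 fold change of -1.97 (SE 0.53), an unadjusted p of 0.00791 and an adjusted p of 0.999. The unigene listed as putative lysine decarboxylase in Table 4 (Cluster-14691.6139, a cytokinin phosphoribohydrolase in Table S2B) had 7.02, 0.358 and 0.821 CPM in the Cd_R libraries and 0.157 ± 0.236 in Cd_L (SD, n = 3). Its log2 fold change in Cd_R vs Cd_L was 4.19 (SE 1.49, adjusted p = 0.0536 by edgeR, but 0.0345 without Cd_R replicate 2), and in Cd_R vs CK_R it was 2.14 (SE 1.31) and ranged from -0.07 without Cd_R replicate 1 to 3.81 without CK_R replicate 3.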

In the “Polyamine metabolism” category, lysine decarboxylase gene was upregulated whereas agmatine deiminase was downregulated in cadmium treated roots, suggesting that under heavy metal stress, the pathway leading to cadaverine is preferentially undertaken in giant reed root.

The amount of cadmium inside the root cells depends on the balance between metal uptake, normally determined by general metal transporters belonging to the NRAMP family, and metal extrusion. The heavy metal ATPase 3 (HMA3) transporters translocate cadmium both outside the cell and into the vacuole [61, 62]. The analysis of “Metal transporter” group revealed that transcript encoding NRAMP1 transporter was upregulated whilst HMA3 transporter encoding gene were downregulated in the cadmium treated root thus indicating that the mechanisms to avoid cadmium uptake and stay are not implemented in our conditions.

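Nramp1 (Cluster-27204.0) had 0.595 ± 0.0511 CPM in Cd_R and 0.494 ± 0.176 in CK_R (SD, n = 3), a log2 fold change of 0.26 (SE 0.43, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 3 counts in Cd_L and 50 in Cd_R, a ratio of 12.6 (exact 95% interval 4.08 to 63.3), and was a DEG of Cd_R vs Cd_L (adjusted p = 0.00545 by edgeR). CK_L held 8 counts and CK_R 40, too few to pass edgeR's filter in CK_R vs CK_L. The unigene listed as a cadmium/zinc-transporting ATPase (Cluster-14691.35424) had 3 counts in Cd_R and 10 in CK_R, 31 in Cd_L and 42 in CK_L, each over 3 libraries, and edgeR's filter left it untested in Cd_R vs Cd_L, CK_R vs CK_L and Cd_R vs CK_R. Its ratio of counts was 0.0733 (exact 95% interval 0.0143 to 0.235) for Cd_R over Cd_L and 0.295 (exact 95% interval 0.0522 to 1.15) for Cd_R over CK_R. It passed the filter and was a DEG of Cd_R vs Cd_L with some libraries left out in turn, with an adjusted p of 0.0211 without Cd_L replicate 1, 0.0141 without Cd_R replicate 1, 0.0374 without Cd_R replicate 2 and 0.0179 without Cd_R replicate 3, by edgeR. DESeq2 called both unigenes in Cd_R vs Cd_L* with default settings, and without independent filtering the adjusted p of the ATPase in Cd_R vs Cd_L was 0.0278.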

As concerns the ROS scavenging regulatory mechanisms, the analysis of Cd_R vs Cd_L* revealed that superoxide dismutase (SOD), ascorbate peroxidase (APX), catalase and NADPH oxidase 1 encoding genes are all up-regulated suggesting that H_2_O_2_ could be the main ROS the *A. donax* roots have to cope with under cadmium treatment. Moreover, many transcripts encoding glutathione transferases (GSTs) are also up-regulated (Table 4) concordantly with their role in abiotic stress relief [63, 64]. Moreover, transcripts encoding glutaredoxin-C5, small redox enzyme of approximately one hundred amino-acid residues involved in the reduction of specific disulfides such as glutathionylated proteins [65] were found strongly induced in cadmium treated roots. 

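Of the 6 ROS scavenging unigenes of Table 4, 5 had 0 counts in every leaf library. Ascorbate peroxidase 3 (Cluster-14691.24413), the remaining one, had 3.34 ± 1.52 CPM in Cd_L (SD, n = 3) and 80.2, 21.1 and 8.66 CPM in the Cd_R libraries, a log2 fold change of 3.47 (SE 0.86, but 2.22 without Cd_R replicate 1, adjusted p = 0.0142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but 0.0575 without Cd_L replicate 2 and 0.0528 without Cd_L replicate 3). In the CK_R libraries it had 8.38, 3.52 and 2.46 CPM, and in Cd_R vs CK_R its log2 fold change was 2.94 (SE 0.90), with an unadjusted p of 0.0146 and an adjusted p of 0.999. That change ranged from 1.63 without Cd_R replicate 1 to 3.59 without CK_R replicate 1. Superoxide dismutase (Cluster-14691.9595) was at least 20.7-fold higher in Cd_R than in Cd_L, and the unigene listed as catalase in Table 4 (Cluster-10504.0, a name not checked on its sequence) at least 15.9-fold. Most of their counts lay in 1 library of each root group, with 2.39 and 2.01 CPM in Cd_R replicate 1, 2.19 and 5.02 CPM in CK_R replicate 3, and at most 0.261 CPM in any other root library. NADPH oxidase 1 (Cluster-14691.12641) was at least 26.8-fold higher in Cd_R than in Cd_L and at least 407-fold higher in CK_R than in CK_L. It had 1.31, 0 and 55.9 CPM in the CK_R libraries and 3.24, 0 and 0.411 in the Cd_R libraries, a log2 fold change of -3.98 in Cd_R vs CK_R (SE 2.36) that ranged from -6.55 without Cd_R replicate 1 to 0.89 without CK_R replicate 3.

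**Figure D2:**
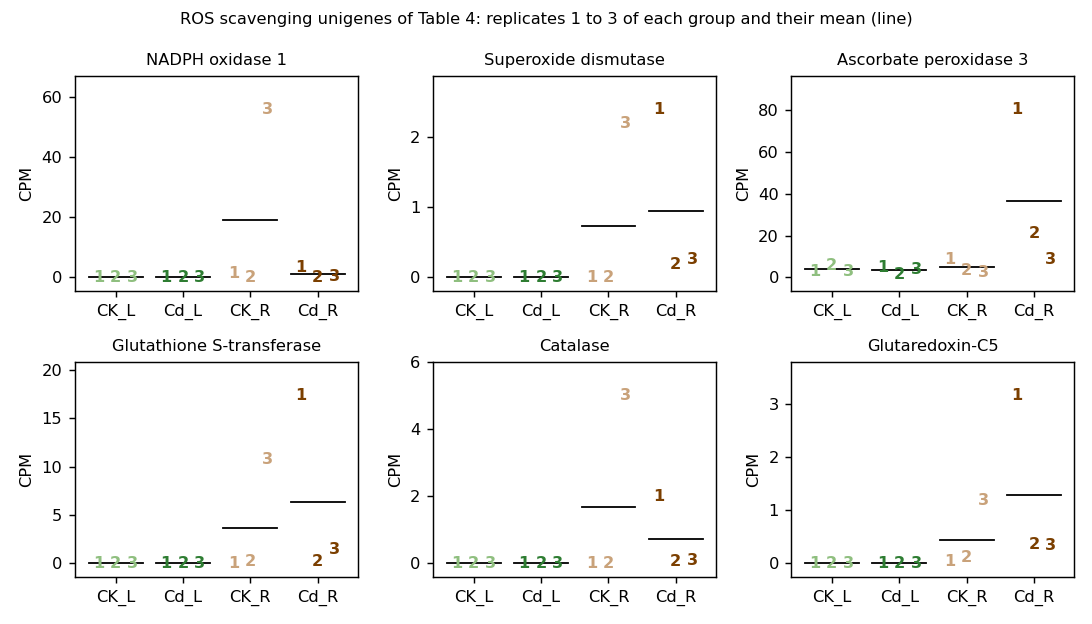
CPM of the 6 ROS scavenging unigenes of Table 4 in each library, with 1 panel per unigene, groups on the x axis, each digit marking a replicate by its number and each line the mean of 3 replicates. In 5 of the 6 panels CK_R replicate 3 and Cd_R replicate 1 are the highest libraries of their group.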

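The glutathione S-transferase of Table 4 (Cluster-14691.9539) was at least 140-fold higher in Cd_R than in Cd_L and at least 78.0-fold higher in CK_R than in CK_L. It had 17.4, 0.215 and 1.49 CPM in the Cd_R libraries and 0.0363, 0.160 and 10.8 in the CK_R libraries. The log2 fold change in Cd_R vs CK_R was 0.78 (SE 1.96, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from -2.12 without Cd_R replicate 1 to 5.99 without CK_R replicate 3.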

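Glutaredoxin-C5 (Cluster-14691.81808) was at least 28.3-fold higher in Cd_R than in Cd_L and at least 9.48-fold higher in CK_R than in CK_L. Its CPM was 3.17, 0.358 and 0.336 in the Cd_R libraries and 0.0363, 0.120 and 1.20 in the CK_R libraries. The log2 fold change in Cd_R vs CK_R was 1.47 (SE 1.34, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ranged from -0.41 without Cd_R replicate 1 to 4.00 without CK_R replicate 3.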

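Table S2C names the best database hit of each of its 124 protein biosynthesis unigenes, and these were sorted by the organism of the hit, a grass for 56 unigenes, another land plant for 46 and an organism outside the land plants for 22. Of the 56 with a grass hit, 37 were DEGs of Cd_R vs Cd_L* by edgeR, compared with 11 of the 68 with a hit outside the grasses, of which 59 had 0 counts in Cd_L. DESeq2 called 51 and 67 of them with default settings, so that which share is the larger depends on the tool. In Cd_R vs CK_R, edgeR tested 67 of the 124 and called 0 DEGs, with 2 at an unadjusted p under 0.05, and DESeq2 called 0. The 56 took 1669 ± 202 of every 1000000 counts in Cd_R and 1321 ± 53.0 in CK_R (SD, n = 3), with every Cd_R library above every CK_R library (exact two-sided permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). Per 1000000 of the TMM-scaled library size, a scale chosen after seeing the data, they took 1233, 1508 and 1288 in the Cd_R libraries and 1261, 1188 and 1064 in the CK_R libraries, so that the groups overlap (exact two-sided permutation test, p = 0.200). The 68 took 227, 34.3 and 34.0 of every 1000000 in the Cd_R libraries and 16.2, 25.1 and 95.3 in the CK_R libraries (exact two-sided permutation test, p = 0.500). In the leaf libraries the 68 took 2.94 to 6.98 and the 56 took 348 to 669. Within Cd_R, replicate 1 held the highest CPM for 65 of the 68 and for 20 of the 56, and within CK_R, replicate 3 held it for 48 of the 68 and for 11 of the 56.

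**Figure D3:**
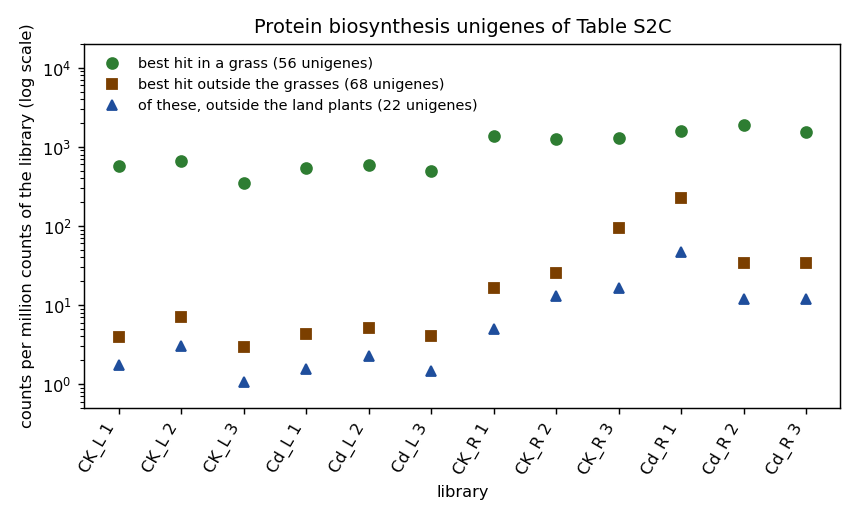
Counts on the protein biosynthesis unigenes of Table S2C per 1000000 counts of each library (log scale), for unigenes with a best hit in a grass (56), outside the grasses (68) and, among the latter, outside the land plants (22). The 68 unigenes stand highest in Cd_R replicate 1 and CK_R replicate 3.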

Finally, the “Protein biosynthesis” category encompasses a plethora of genes involved in ribosome constitution (ribosomal proteins) and DNA-directed RNA polymerase II subunit that resulted up regulated indicating that this pathway is sharply activated by cadmium treatment in giant reed roots (Table S2C).

### Analysis of the *A. donax* response to salt and cadmium treatments

The availability of transcriptomic data enabled the identification of genes that are implicated in *A. donax* response to both salt [31, 32] and cadmium stress. In details, a DEG list containing deregulated genes in both stress conditions was obtained by using the KEGG ORTHOLOGY database (see Materials and Methods). The KEGG ORTHOLOGY database represents a reference resource for gene and protein annotation and allowed to overcome the species-specific annotation of other databases potentially leading to bias in the analysis [66]. Figure 5 reports the classification of common DEGs and their numerical distribution. Based on this analysis 162 DEGs were successfully classified and most of them (156) were up-regulated in both stress conditions whereas only 6 DEGs were down-regulated. In particular, the most abundant KO category was (ko01000) Enzymes (51 up-regulated and 4 down regulated DEGs), followed by (ko03011) Ribosome (46 up-regulated DEGs), (ko04147) Exosome (17 up-regulated DEGs), (ko04131) Membrane trafficking (15 up-regulated DEGs) and (ko02000) Transporters (13 up-regulated and 1 down-regulated DEGs) (Fig. 5). Among the DEGs included in the “Transcription factor” category AP2-like factor and EREBP-like factor were found up-regulated, along with amino-cyclopropane carboxylate oxidase (ACO) confirming the crucial role of ethylene in giant reed abiotic stress response. Moreover, the “Ribosome” category (46 up-regulated DEGs) contains an elevated number of genes encoding ribosomal proteins indicating that “Protein biosynthesis” is an extremely involved pathway in both conditions. The complete list containing the KO description of each DEG involved in both salt and cadmium stress conditions is in Supplementary file 10: Table S3.

**Fig. 5:**
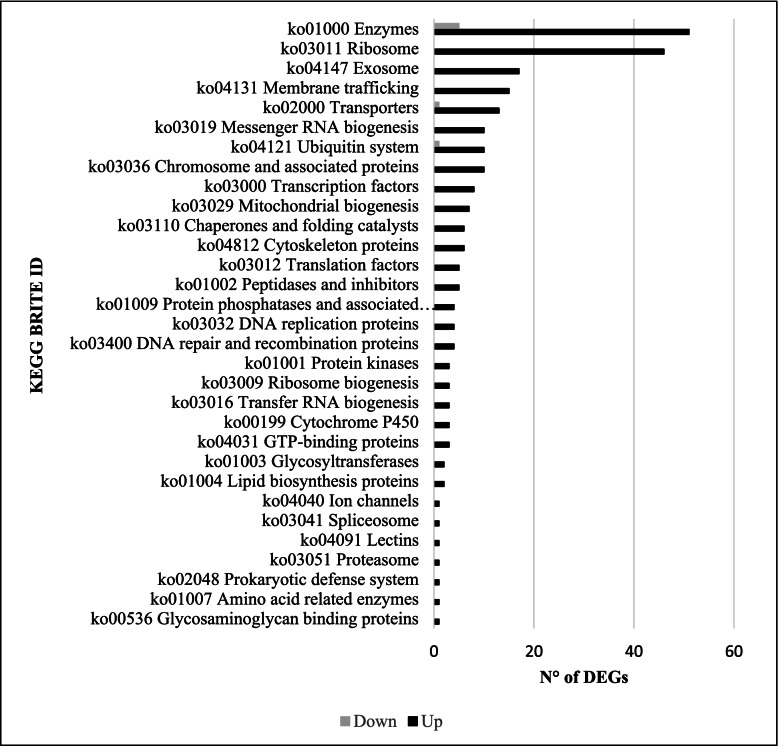
KO classification of DEGs found in common between salt and cadmium stress in *A.donax* ecotypes

## Discussion

Anthropogenic activities such as metal industries, mining application of pesticides and fertilizers led to dangerous Cd accumulation in arable soil worldwide [61]. The high solubility of Cd in the soil associated with the plant capability to absorb it represents a threat to humans as final consumers of putatively contaminated fruit and vegetables. The strategy to allocate cadmium contaminated soil to bioenergy crop might turn out to be successful as it potentially solves the increasing demand of sustanible energy sources which can be achieved without impairing the quote of agricultural lands. *Arundo donax* L. is considered tolerant to several abiotic stress and recently, due to its ability to accumulate high concentration of HMs [24, 25] has been proposed as a potential phytoremediation species. In order to elucidate the response of giant reed to cadmium, in this work we sequenced and de novo assembled the *A. donax* L. leaf and root transcriptome after a prolonged soil treatment with 4 mg/Kg cadmium nitrate. Cadmium concentrations in uncontaminated soil usually is 0.5 mg/Kg and cadmium contents above 3 mg/kg are generally thought to indicate contaminated soil [37]. Based on the measurement of trace cadmium concentration under non-phytotoxic cadmium treatment, Bonanno (2012) [67] showed that giant reed roots act as main accumulation centre (root to shoot ratio is 6.6:1), whereas stem functions as transition centre given the involvement in ion translocation from root to leaves. Taken into account these observations which preliminarily indicated that root is the frontline in encountering potentially toxic cadmium levels, we focused our analysis on a Cd_R vs Cd_L* comparison originated by subtracting the DEGs belonging to the CK_R vs CK_L comparison (root specific DEGs under control conditions) to the Cd_R vs Cd_L comparison (root specific DEGs under cadmium treatment) thus obtaining a pool of DEGs specifically up or down-regulated (compared to leaf DEGs) in treated roots. Based on differentially gene expression data, the up regulation of the NRAMP1 transporter, a crucial group of transmembrane protein involved in the uptake of a broad range of ions (Mn, Zn, Cu, Fe, Ni, Co and Cd), suggests that giant reed roots reinforce their ability to adsorb ions in the presence of cadmium which interferes with the essential mineral supply [61]. Moreover, the down regulation of HMA3 transporter encoding gene, that regulates cadmium efflux out the citosol towards the vacuole or outside the cell [51], indicates that the mechanisms to avoid cadmium residence in root cells are not implemented in our conditions.

Once in the citosol, Cd has to be detoxified in order to avoid the onset of cellular damage. It has been shown that the major mechanism of cadmium detoxification is based on phytochelatins, a family of cysteine-rich oligopeptides synthesized from glutathione (GSH) by the enzyme phytochelatin synthase (PCS), that chelates the HMs to form complexes readily stored in the vacuoles [68]. Recently, three giant reed PCS genes have been characterized both in the species of provenance and in transgenic model organisms [34]. These genes, namely *Ad*PCS1-3, are expressed in all organs (root, rhizome, node, internode, leaf sheath and blade) in normal condition. In response to 500 μM CdSO_4_ treatment, all the PCS genes showed an increase of expression in roots whereas any change in leaf gene expression was observed [34]. Although these results clearly indicate that *A. donax* genome contains at least three PCS genes constitutively expressed in all plant organs and whose expression is induced in roots under cadmium treatment, PCSs were found among the DEGs (data not shown) suggesting that the detoxification process through metal chelation was not triggered in our conditions.

After the stress perception, phytohormones are the chemical messengers that play a pivotal role in the induction and regulation of diverse signal transduction pathways in response to cadmium stress [69]. Higher endogenous abscisic acid (ABA) concentration are reported to mitigate the damaging effects of Cd stress by promoting root-to-shoot Cd translocation through the apoplast and more Cd accumulation in the shoots [70]. Our results suggested that abscisic acid biosynthesis is inhibited whereas the main gene involved in ABA degradation is up-regulated in giant reed Cd-treated roots (Table 4), probably causing Cd to be detained in the roots. Auxin is recognized as a crucial phytohormone in regulating every aspect of plant root development during normal and stress conditions [71]. In *Arabidopsis thaliana*, significantly enhanced expression of auxin biosynthesis gene YUCCA6 was observed upon Cd treatment [72]. Moreover, reduced transcript levels of auxin efflux carrier pin-formed 1 (PIN1) were detected under Cd exposure in the post-embryonic roots decreasing auxin transport in the root apex thus altering auxin homeostasis [72]. In our study, both auxin biosynthesis and transport transcript (YUCCA2 and PIN) were found among the up-regulated genes in Cd-treated giant reed roots suggesting that roots attempt not to modify auxin homeostasis preventing the alteration of root architecture as observed in tobacco [73]. Furthermore, our results strongly indicate that ethylene biosynthesis and the downstream signaling cascade are up regulated in Cd-treated roots (Table 4). Similarly, the enhanced transcript levels of 1-aminocyclopropane-1-carboxylate (ACO) and ethylene signaling genes (EIN) were observed under As applicationin the rice roots [74], and transcript level accumulation of ethylene receptor 2 (ETR2) gene was also observed under Cd application in *Arabidopsis thaliana* generally suggesting the occurrence of Cd-mediated induction of ethylene production and signaling [75].

Several studies indicated that ethylene modulates the ROS machinery by regulating the activities of both ROS producing and scavenging enzymes, this being considered the crucial reaction following HM stress in plants [76]. Ethylene stimulates the production of ROS by activating nicotinamide adenine dinucleotide phosphate (NADPH) oxidases under HM toxicity [77] and also modulates antioxidant defense systems in plants exposed to HM stress. NADPH oxidase 1 transcript was among the up regulated genes in Cd-treated roots and the activation of catalase, SOD, APX and GST expression (Table 4) is probaly an attempt to overcome the Cd-induced oxidative stress. This result assumes an important significance since in several species it has been reported that the activation of ROS scavenging machinery is achieved in ethylene insensitive mutants [69] thus suggesting that this type of response could be specific of *A. donax* roots. However, we cannot exclude that the induction of YUCCA2 involved in auxin biosynthesis might be responsible of the regulation of reactive oxygen species (ROS) homeostasis as showed in transgenic potato over-expressing YUCCA6 gene [78]. Oxidative stress can induce protein S-glutathionylation modulating protein function and to prevent irreversible oxidation of protein thiols [79]. High levels of oxidized glutathione (GSSG) can be sufficient to trigger protein S-glutathionylation by a thiol–disulphide exchange reaction between a protein thiol and GSSG. Interestingly, transcript encoding glutaredoxin-C5 is sharply up regulated in giant reed roots indicating that an active reactivation of protein function via the reduction of the cysteine sulphydrilic groups might occurr.

Within the “Phytohormones” category, two genes encoding ROTUNDIFOLIA like proteins, which are small polypeptides acting as a regulatory molecules coordinating cellular responses involved in different aspects of cell differentiation, growth and development, were found sharply up regulated in the Cd_R vs Cd_L* comparison. Their role is uncertain but probably they act by restricting polar cell proliferation in lateral organs and coordinating socket cell recruitment and differentiation at trichome sites [80]. A transcript encoding CLAVATA3/ESR-RELATED 25 is among the sharply up-regulated genes in the cadmium treated root (Table 4), CLAVATA3/ESR represents a group of plant proteins acting as extracellular signal peptides involved in cell-to-cell communication in concert with different receptors in a range of processes during plant development [81].

A transcript encoding C-terminally encoded peptide (CEP) was strongly up-regulated in cadmium treated roots. CEP is a 15-amino acid post-translationally peptide which plays a pivotal role in lateral root formation and nodulation and its overexpression in *Medicago* results in the inhibition of lateral root formation and enhancement in nodule formation. Besides the role in root architecture, CEP genes also play a role in nitrate assimilation under N starvation conditions and provoke the up regulation of the nitrate transporter gene NRT2.1 in roots specifically when nitrate is present in the rhizosphere [82]. Nitrate transporter are involved in the constitutive high-affinity transport system (cHATS) under low nitrate conditions. The principal role of this cHATS is to enable roots previously deprived of nitrate to absorb this ion and initiate induction of nitrate-inducible genes [83]. Cd has been reported to inhibit NO_3_^−^ uptake in several plant species, under normal and high nitrate supply [84]. Therefore, it is possible that nitrate uptake is inhibited under Cd stress in giant reed roots mimicking low-nitrate conditions. Interestingly, the analysis of “Nutrient uptake” category revealed that nitrate transporter 2.5 genes are strongly up-regulated (Table 4) suggesting that mechanisms to enhance nitrogen supply are implemented in *A. donax* cadmium treated roots. Moreover, nitrate reductase encoding gene, involved in nitrate assimilation by reducing nitrate to nitrite, is up-regulated in cadmium treated samples probably to provide for more enzyme molecules that are supposed to be inhibited by cadmium [85]. Under cadmium stress a decrease of mineral nutrient concentrations in plant leaf, such as Fe and P, has been observed and represents the key reason for the restraint of leaf photosynthesis [61]. In our work, transcript encoding the plasma membrane phosphate transporter are up-regulated in Cd-treated roots probably to face the unavailability of soluble phosphate sequestered in the soil as cadmium phosphate [86].

The plant cell has a variety of mechanisms tools to avoid Cd stress. Mainly, cell wall remodeling might prevent Cd from entering and damaging the protoplast [87]. At primary cell wall, pectin, which contains most of the negative charges, can immobilize Cd very effectively. Furthermore, secondary cell wall lignification can serve to create a barrier to prevent cadmium entry. The utilization of different antibodies detecting methylated and demethylated forms of pectin in cadmium stressed *Linum usitatissimum* hypocotyls has led to the identification of low-methylated pectin, which is particularly able to bind Cd ions due to the presence of free carboxyl groups in the outer side of the primary cell wall. The increased low-methylated pectin form occurs along with the co-localized upregulation of pectin methylesterase (PME) activity. Instead, a higher amount of methylated pectin was detected within the inner side of the primary cell wall which was hypothesized to have an impermeable function aimed to keep the cytosolic Cd away from the cell [88]. In this perspective, the up regulation of both PME and PME inhibitor encoding genes might serve to finely regulate Cd sequestering at primary cell wall in giant cane root. At secondary cell wall level, lignification makes the cell wall less penetrable thus creating an effective barrier against the entry of Cd [89]. The induction of the lignification process appeared as a key process useful to discriminate Cd-sensitive and -tolerant plants [90, 91]. The discovery of the upregulation of several WRKY transcription factors involved in cell wall lignification as well as the induction of cinnamoyl CoA reductase, laccase and membrane-associated progesterone binding protein 3, all of them involved in lignin biosynthesis (Table 4), clearly indicate that giant cane roots respond to cadmium treatment by avoiding its entrance into the cell.

## Conclusions

The global analysis of our findings suggests that prolonged cadmium exposure stimulated a clear response at both morpho-physiological and transcriptomic levels. Hence, cadmium treated plants showed significantly reduced main stem height, biomass dry weight and the net photosynthesis efficiency. The quality of transcriptome sequencing and assembly was elevated and led to the identification of crucial metabolic pathways and to decipher the *A. donax* response to cadmium stress. Three main factors have to be taken in strong consideration in this concluding remarks: a) the used cadmium concentration (4 mg/Kg), slightly higher than allowed; b) the induction of lignification process clearly suggested by transcriptome analysis; c) the lack of phytochelatin transcripts among the DEGs. In our opinion, all these issues indicate that the induced stress condition can be sensed as “mild stress”. The low number of DEGs within the CK_R vs Cd_L and CK_L vs_Cd_L comparisons seems to be in line with this hypothesis. The undertaken strategy was to analyse the Cd_R vs Cd_L* comparison and it led us to focus on the main patterns involved in the Cd-treated giant cane root, it being the interface between plant and soil. Our results suggest that ethylene biosynthesis and signaling are strongly activated. In this respect, the identification of several genes differently regulated in both salt and cadmium conditions, such as genes involved in ethylene biosynthesis and signal transduction, outlines those metabolic pathways and biochemical reactions as useful markers of abiotic stress in giant reed. Finally, the finding of DEGs encoding several small peptides functioning as messenger molecules between root and shoot in order to communicate the stressful status to the upper part of the plants (CEP, ROTUNDIFOLIA), the induction of the ROS scavenging machinery, and, above all, the remodelling of plant cell wall confirm the tolerance of giant cane towards cadmium stress and strongly support its cultivation in cadmium contaminated soils in a perspective to save agricultural soil for food and feed crops.

## Supplementary Information

**Additional file 1: Figure S1.** Picture of giant reed plants at sampling date (July 28^th^, 2020).

**Additional file 2: Figure S2.** Effect of cadmium treatment on morpho-biometric and physiological parameters of *A. donax* G10 ecotype. A) Main stem height per pot. B) Biomass dry weight. C) Net photosynthesis efficiency.

**Additional file 3: Figure S3.** Flowchart of sequencing and *de novo* assembly of *A.donax* leaf and root transcriptome under cadmium treatment.

**Additional file 4: Figure S4.** Length distribution of transcripts and unigenes.

**Additional file 5: Table S1.** Complete DEG list of (Cd_R vs CK_R) and (Cd_L vs CK_L) comparisons.

**Additional file 6: Figure S5.** Three-dimension PCA for RNAseq correlation. Principal Component coordinates were calculated using sample read counts. **Figure S6** - Hierarchical clustering map for differential expression genes.

**Additional file 7: Figure S7.** Validation of *A. donax* DEGs by Real Time qRT-PCR.

**Additional file 8: Figure S8.** KOG functional classification.

**Additional file 9: Tables S2.** (A, B, C, D, E, F, G). List of significant DEGs of the Cd_R vs Cd_L* comparison.

**Additional file10: Table S3.** KO description of DEGs found in common between salt and cadmium treatment.

## Data Availability

The *Arundo donax* leaf and root transcriptome was submitted to NCBI (https://www.ncbi.nlm.nih.gov/geo/) accession number GSE195580.

## Abbreviations

ABA: Abscisic acid
AUX/IAA: Auxin/indole acetic acid
BP: Biological process
MF: Molecular function
DEGs: Differentially expressed genes
GHG: Greenhouse gases emission
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
KO: Ortholog database
KOG/COG: Clusters of orthologous groups of proteins
NCBI: National center for biotechnology information
Nr: NCBI non-redundant protein sequences
Nt: NCBI non-redundant nucleotide sequences
Pfam: Protein family
qRT-PCR: Quantitative real-time PCR
RIN: RNA integrity number
ROS: Reactive oxygen species
TFs: Transcription factors

## References

[1] REN21 (2016). Renewables 2016 Global Status Report.

[2] Muench S, Guenther E (2013). A systematic review of bioenergy life cycle assessments. Appl Energy..

[3] Roos A, Ahlgren S (2018). Consequential life cycle assessment of bioenergy systems–a literature review. J Clean Prod..

[4] Lewandowski I, Clifton-Brown J, Trindade LM, Van der Linden GC, Schwarz KU, Müller-Sämann K, Anisimov A, Chen CL, Dolstra O, Donnison IS, Farrar K (2016). Progress on optimizing miscanthus biomass production for the European bioeconomy: Results of the EU FP7 project OPTIMISC. Front Plant Sci..

[5] United Nations, Department of Economic and Social Affairs, Population Division (2019). World Population Prospects 2019: Highlights (ST/ESA/SER.A/423).

[6] Rivera A, Bravo C, Buob G. Climate change and land Ice. Int Encyclopedia Geogr: People Earth Environ Technol. 2017:1–15.

[7] Edelstein M, Ben-Hur M (2018). Heavy metals and metalloids: Sources, risks and strategies to reduce their accumulation in horticultural crops. Sci Hortic..

[8] Tchounwou PB, Yedjou CG, Patlolla AK, Sutton DJ. Heavy metal toxicity and the environment. Exp Suppl. 2012:133–64.10.1007/978-3-7643-8340-4_6PMC414427022945569

[9] Mahar A, Wang P, Ali A, Awasthi MK, Lahori AH, Wang Q, Li R, Zhang Z (2016). Challenges and opportunities in the phytoremediation of heavy metals contaminated soils: a review. Ecotoxicol Environ Saf..

[10] Pan J, Plant JA, Voulvoulis N, Oates CJ, Ihlenfeld C (2010). Cadmium levels in Europe: implications for human health. Environ Geochem Health..

[11] Sidhu GP, Bali AS, Bhardwaj R, Hasanuzzaman M, MNV P, Nahar K (2019). Role of organic acids in mitigating cadmium toxicity in plants.

[12] Gall JE, Boyd RS, Rajakaruna N (2015). Transfer of heavy metals through terrestrial food webs: a review. Environ Monit Assess..

[13] Fan W, Liu C, Cao B, Ma S, Hu J, Xiang Z, Zhao A (2021). A meta-analysis of transcriptomic profiles reveals molecular pathways response to cadmium stress of Gramineae. Ecotoxicol Environ Saf..

[14] Nevo Y, Nelson N (2006). The NRAMP family of metal-ion transporters. Biochim Biophys Acta - Mol Cell Res..

[15] Stohs SJ, Bagchi D (1995). Oxidative mechanisms in the toxicity of metal ions. Free Radic Biol Med..

[16] Yadav SK (2010). Heavy metals toxicity in plants: an overview on the role of glutathione and phytochelatins in heavy metal stress tolerance of plants. S Afr J Bot..

[17] Sharma SS, Dietz KJ (2009). The relationship between metal toxicity and cellular redox imbalance. Trends Plant Sci..

[18] DalCorso G, Manara A, Furini A (2013). An overview of heavy metal challenge in plants: from roots to shoots. Metallomics..

[19] Lewandowski I, Scurlock JM, Lindvall E, Christou M (2003). The development and current status of perennial rhizomatous grasses as energy crops in the US and Europe. Biomass Bioenergy..

[20] Angelini LG, Ceccarini L (2009). o Di Nasso NN, Bonari E. Comparison of Arundo donax L. and Miscanthus x giganteus in a long-term field experiment in Central Italy: Analysis of productive characteristics and energy balance. Biomass Bioenergy..

[21] Bajguz A, Hayat S (2009). Effects of brassinosteroids on the plant responses to environmental stresses. Plant Physiol Biochem..

[22] Zhang JJ, Lu YC, Zhang SH, Lu FF, Yang H (2016). Identification of transcriptome involved in atrazine detoxification and degradation in alfalfa (Medicago sativa) exposed to realistic environmental contamination. Ecotoxicol Environ Saf..

[23] Fernando AL, Barbosa B, Costa J, Papazoglou EG, MNV P (2016). Giant reed (Arundo donax L.): A multipurpose crop bridging phytoremediation with sustainable bioeconomy. Bioremediation and Bioeconomy.

[24] Papazoglou EG, Serelis KG, Bouranis DL (2007). Impact of high cadmium and nickel soil concentration on selected physiological parameters of Arundo donax L. Eur J Soil Sci..

[25] Mirza N, Pervez A, Mahmood Q, Shah MM, Shafqat MN (2011). Ecological restoration of arsenic contaminated soil by Arundo donax L. Ecol Eng..

[26] Cheng H, Jiang ZY, Liu Y, Ye ZH, Wu ML, Sun CC, Sun FL, Fei J, Wang YS (2014). Metal (Pb, Zn and Cu) uptake and tolerance by mangroves in relation to root anatomy and lignification/suberization. Tree Physiol..

[27] Sablok G, Fu Y, Bobbio V, Laura M, Rotino GL, Bagnaresi P, Allavena A, Velikova V, Viola R, Loreto F, Li M (2014). Fuelling genetic and metabolic exploration of C 3 bioenergy crops through the first reference transcriptome of A rundo donax L. Plant Biotechnol J..

[28] Barrero RA, Guerrero FD, Moolhuijzen P, Goolsby JA, Tidwell J, Bellgard SE, Bellgard MI (2015). Shoot transcriptome of the giant reed. Arundo donax. Data in Brief..

[29] Evangelistella C, Valentini A, Ludovisi R, Firrincieli A, Fabbrini F, Scalabrin S, Cattonaro F, Morgante M, Mugnozza GS, Keurentjes JJ, Harfouche A (2017). De novo assembly, functional annotation, and analysis of the giant reed (Arundo donax L.) leaf transcriptome provide tools for the development of a biofuel feedstock. Biotechnol Biofuels..

[30] Fu Y, Poli M, Sablok G, Wang B, Liang Y, La Porta N, Velikova V, Loreto F, Li M, Varotto C (2016). Dissection of early transcriptional responses to water stress in Arundo donax L. by unigene-based RNA-seq. Biotechnol Biofuels..

[31] Sicilia A, Testa G, Santoro DF, Cosentino SL, Lo Piero AR (2019). RNASeq analysis of giant cane reveals the leaf transcriptome dynamics under long-term salt stress. BMC Plant Biol..

[32] Sicilia A, Santoro DF, Testa G, Cosentino SL, Lo Piero AR (2020). Phytochemistry.

[33] Shaheen S, Ahmad R, Mahmood Q, Mubarak H, Mirza N, Hayat MT (2018). Physiology and selected genes expression under cadmium stress in Arundo donax L. Int J Phytoremediation..

[34] Li M, Stragliati L, Bellini E, Ricci A, Saba A (2019). Sanità di Toppi L, Varotto C. Evolution and functional differentiation of recently diverged phytochelatin synthase genes from Arundo donax L. J Exp Bot..

[35] Cosentino SL, Copani V, D’Agosta GM, Sanzone E, Mantineo M (2006). First results on evaluation of Arundo donax L. clones collected in Southern Italy. Ind Crops Prod..

[36] Commission E (1986). Protection of the Environment, and in particular of the soil, when sewage sludge is used in agriculture. Off J Eur Communities..

[37] Akbar KF, Hale WH, Headley AD, Athar M (2006). Heavy metal contamination of roadside soils of Northern England. Soil Water Res..

[38] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q, Chen Z (2011). Trinity: reconstructing a full-length transcriptome without a genome from RNA-Seq data. Nat Biotechnol..

[39] Davidson NM, Oshlack A (2014). Corset: enabling differential gene expression analysis for de novo assembled transcriptomes. Genome Biol..

[40] Simão FA, Waterhouse RM, Ioannidis P, Kriventseva EV, Zdobnov EM (2015). BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics..

[41] Buchfink B, Xie C, Huson DH (2015). Fast and sensitive protein alignment using DIAMOND. Nat Methods..

[42] Finn RD, Clements J, Eddy SR (2011). HMMER web server: interactive sequence similarity searching. Nucleic Acids Res.

[43] Moriya Y, Itoh M, Okuda S, Yoshizawa AC, Kanehisa M (2007). KAAS: an automatic genome annotation and pathway reconstruction server. Nucleic Acids Res.

[44] Götz S, García-Gómez JM, Terol J, Williams TD, Nagaraj SH, Nueda MJ, Robles M, Talón M, Dopazo J, Conesa A (2008). High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Res..

[45] Pérez-Rodríguez P, Riano-Pachon DM, Corrêa LG, Rensing SA, Kersten B, Mueller-Roeber B (2010). PlnTFDB: updated content and new features of the plant transcription factor database. Nucleic Acids Res.

[46] Jin HJ, Zhao JC, Wu L, Kim J, Yu J (2014). Cooperativity and equilibrium with FOXA1 define the androgen receptor transcriptional program. Nat Commun..

[47] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[48] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[49] Guo J, Song J, Wang F, Zhang XS (2007). Genome-wide identification and expression analysis of rice cell cycle genes. Plant Mol Biol..

[50] Mao X, Cai T, Olyarchuk JG, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. Bioinformatics..

[51] Thimm O, Bläsing O, Gibon Y, Nagel A, Meyer S, Krüger P, Selbig J, Müller LA, Rhee SY, Stitt M (2004). MAPMAN: a user‐driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant J..

[52] Colebrook EH, Thomas SG, Phillips AL, Hedden P (2014). The role of gibberellin signalling in plant responses to abiotic stress. J Exp Biol..

[53] Nakano T, Suzuki K, Fujimura T, Shinshi H (2006). Genome-wide analysis of the ERF gene family in Arabidopsis and rice. Plant Physiol..

[54] Krishnamurthy P, Vishal B, Bhal A, Kumar PP (2021). WRKY9 transcription factor regulates cytochrome P450 genes CYP94B3 and CYP86B1, leading to increased root suberin and salt tolerance in Arabidopsis. Physiol Plant..

[55] Krishnamurthy P, Vishal B, Ho WJ, Lok FC, Lee FS, Kumar PP (2020). Regulation of a cytochrome P450 gene CYP94B1 by WRKY33 transcription factor controls apoplastic barrier formation in roots to confer salt tolerance. Plant Physiol..

[56] Hussain RM, Sheikh AH, Haider I, Quareshy M, Linthorst HJ (2018). Arabidopsis WRKY50 and TGA transcription factors synergistically activate expression of PR1. Front Plant Sci..

[57] Ding ZJ, Yan JY, Li CX, Li GX, Wu YR, Zheng SJ (2015). Transcription factor WRKY 46 modulates the development of Arabidopsis lateral roots in osmotic/salt stress conditions via regulation of ABA signaling and auxin homeostasis. Plant J..

[58] Wang T, Park YB, Caporini MA, Rosay M, Zhong L, Cosgrove DJ, Hong M (2013). Sensitivity-enhanced solid-state NMR detection of expansin’s target in plant cell walls. PNAS..

[59] Wormit A, Usadel B (2018). The multifaceted role of pectin methylesterase inhibitors (PMEIs). Int J Mol Sci..

[60] Rajpal C, Tomar PC (2020). Cadaverine: a Potent Modulator of Plants Against Abiotic Stresses. J Microbiol Biotechnol Food Sci..

[61] Nazar R, Iqbal N, Masood A, Khan MIR, Syeed S, Khan NA (2012). Cadmium Toxicity in Plants and Role of Mineral Nutrients in Its Alleviation. Am J Plant Sci..

[62] Mohabubul Haque AFM, Gohari G, El-Shehawi AM, Dutta AK, Elseehy MM, Kabir AH (2022). Genome-wide identification, characterization and expression profiles of heavy metal ATPase 3 (HMA3) in plants. J King Saud Univ - Sci..

[63] Lo Piero AR, Mercurio V, Puglisi I, Petrone G (2009). Gene isolation and expression analysis of two distinct sweet orange [Citrus sinensis L. (Osbeck)] tau-type glutathione transferases. Gene..

[64] Puglisi I, Lo Cicero L, Lo Piero AR (2013). The glutathione S-transferase gene superfamily: An in silico approach to study the post translational regulation. Biodegradation..

[65] Couturier J, Ströher E, Albetel AN, Roret T, Muthuramalingam M, Tarrago L (2011). Arabidopsis chloroplastic glutaredoxin C5 as a model to explore molecular determinants for iron-sulfur cluster binding into glutaredoxins. J Biol Chem..

[66] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res..

[67] Bonanno G (2012). Arundo donax as a potential biomonitor of trace element contamination in water and sediment. Ecotoxicol Environ Saf..

[68] Song WY, Mendoza-Cózatl DG, Lee Y, Schroeder JI, Ahn SN, Lee HS (2014). Phytochelatin-metal(loid) transport into vacuoles shows different substrate preferences in barley and Arabidopsis. Plant Cell Environ..

[69] Saini S, Kaur N, Pati PK (2021). Phytohormones: Key players in the modulation of heavy metal stress tolerance in plants. Ecotoxicol Environ Saf..

[70] Lu Q, Chen S, Li Y, Zheng F, He B, Gu M (2020). Exogenous abscisic acid (ABA) promotes cadmium (Cd) accumulation in Sedum alfredii Hance by regulating the expression of Cd stress response genes. Environ Sci Pollut Res..

[71] Saini S, Sharma I, Kaur N, Pati PK (2013). Auxin: A master regulator in plant root development. Plant Cell Rep..

[72] Fattorini L, Ronzan M, Piacentini D, Della Rovere F, De Virgilio C, Sofo A (2017). Cadmium and arsenic affect quiescent centre formation and maintenance in Arabidopsis thaliana post-embryonic roots disrupting auxin biosynthesis and transport. Environ Exp Bot..

[73] Luo Y, Wei Y, Sun S, Wang J, Wang W, Han D, Shao H, Jia H, Fu Y (2019). Selenium modulates the level of auxin to alleviate the toxicity of cadmium in tobacco. Int J Mol Sci..

[74] Huang TL, Nguyen QTT, Fu SF, Lin CY, Chen YC, Huang HJ (2012). Transcriptomic changes and signalling pathways induced by arsenic stress in rice roots. Plant Mol Biol..

[75] Schellingen K, Van Der Straeten D, Vandenbussche F, Prinsen E, Remans T, Vangronsveld J (2014). Cadmium-induced ethylene production and responses in Arabidopsis thaliana rely on ACS2 and ACS6 gene expression. BMC Plant Biol..

[76] Steffens B (2014). The role of ethylene and ROS in salinity, heavy metal, and flooding responses in rice. Front Plant Sci..

[77] Montero-Palmero MB, Martín-Barranco A, Escobar C, Hernández LE (2014). Early transcriptional responses to mercury: A role for ethylene in mercury-induced stress. New Phytol..

[78] Kim JI, Baek D, Park HC, Chun HJ, Oh DH, Lee MK (2013). Overexpression of arabidopsis YUCCA6 in potato results in high-auxin developmental phenotypes and enhance. Mol Plant..

[79] Dalle-Donne I, Rossi R, Colombo G, Giustarini D, Milzani A (2009). Protein S-glutathionylation: a regulatory device from bacteria to humans. Trends Biochem Sci..

[80] Valdivia ER, Chevalier D, Sampedro J, Taylor I, Niederhuth CE, Walker JC (2012). DVL genes play a role in the coordination of socket cell recruitment and differentiation. J Exp Bot..

[81] Strabala TJ, O’Donnell PJ, Smit AM, Ampomah-Dwamena C, Martin EJ, Netzler N (2006). Gain-of-function phenotypes of many CLAVATA3/ESR genes, including four new family members, correlate with tandem variations in the conserved CLAVATA3/ESR domain. Plant Physiol..

[82] Ohkubo Y, Tanaka M, Tabata R, Ogawa-Ohnishi M, Matsubayashi Y (2017). Shootto-root mobile polypeptides involved in systemic regulation of nitrogen acquisition. Nat Plants..

[83] Guan MY, Chen MX, Cao ZZ (2021). NRT2.1, a major contributor to cadmium uptake controlled by high-affinity nitrate transporters. Ecotoxicol Environ Saf.

[84] Guan MY, Fan SK, Fang XZ, Jin CW (2015). Modification of nitrate uptake pathway in plants affects the cadmium uptake by roots. Plant Signal Behav..

[85] Singh P, Singh I, Shah K (2019). Reduced activity of nitrate reductase under heavy metal cadmium stress in rice: an in silico answer. Front Plant Sci..

[86] Ruangcharus C, Kim SU, Hong CO (2020). Mechanism of cadmium immobilization in phosphate-amended arable soils. Appl Biol Chem..

[87] Loix C, Huybrechts M, Vangronsveld J, Gielen M, Keunen E, Cuypers A (2017). Reciprocal interactions between cadmium-induced cell wall responses and oxidative stress in plants. Front Plant Sci..

[88] Douchiche O, Rihouey C, Schaumann A, Driouich A, Morvan C (2007). Cadmiuminduced alterations of the structural features of pectins in flax hypocotyl. Planta..

[89] Parrotta L, Guerriero G, Sergeant K, Cai G, Hausman JF (2015). Target or barrier? The cell wall of early- and later-diverging plants vs cadmium toxicity: Differences in the response mechanisms. Front Plant Sci..

[90] Van De Mortel JE, Villanueva LA, Schat H, Kwekkeboom J, Coughlan S, Moerland PD (2006). Large expression differences in genes for iron and zinc homeostasis, stress response, and lignin biosynthesis distinguish roots of Arabidopsis thaliana and the related metal hyperaccumulator Thlaspi caerulescens. Plant Physiol..

[91] Van De Mortel JE, Schat H, Moerland PD, Van Themaat EVL, Van Der Ent S, Blankestijn H (2008). Expression differences for genes involved in lignin, glutathione and sulphate metabolism in response to cadmium in Arabidopsis thaliana and the related Zn/Cd-hyperaccumulator Thlaspi caerulescens. Plant Cell Environ..

# Supplementary material for: Global leaf and root transcriptome in response to cadmium reveals tolerance mechanisms in Arundo donax L
**Source:** BMC Genomics. 2022 Jun 8;23:427. doi: 10.1186/s12864-022-08605-6
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Effect of cadmium treatment on morpho-biometric and physiological parameters of A. donax G10 ecotype. A) Main stem height per pot. B) Biomass dry weight. C) Net photosynthesis efficiency.

**A****Main stem height per pot**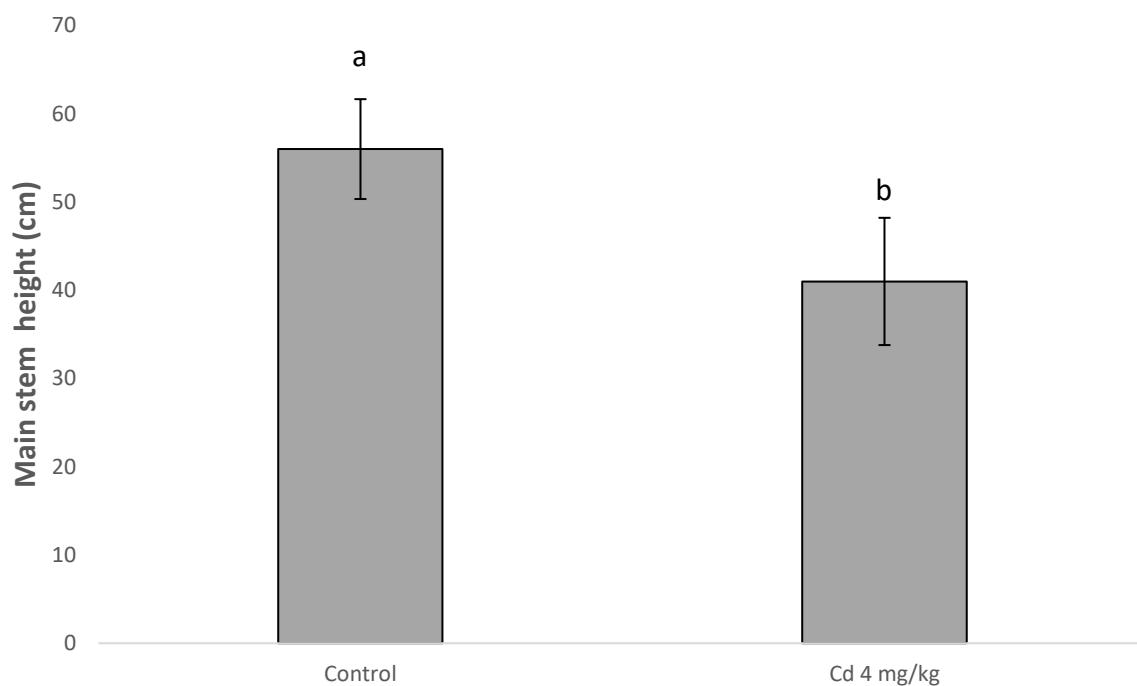**B****Biomass dry weight**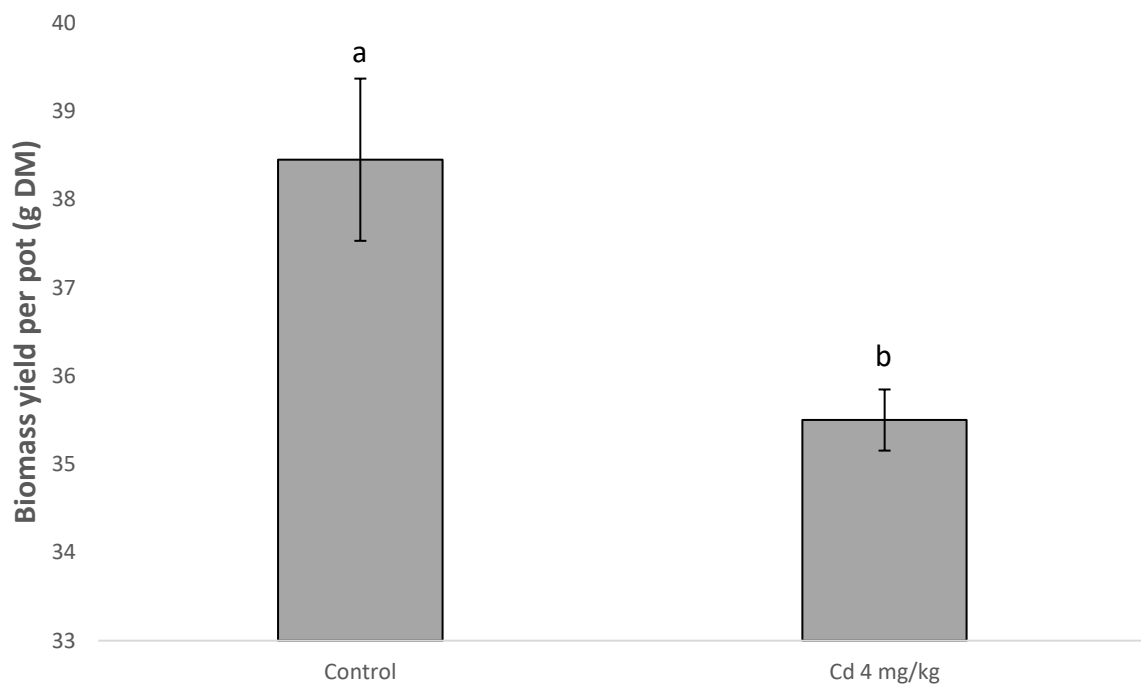

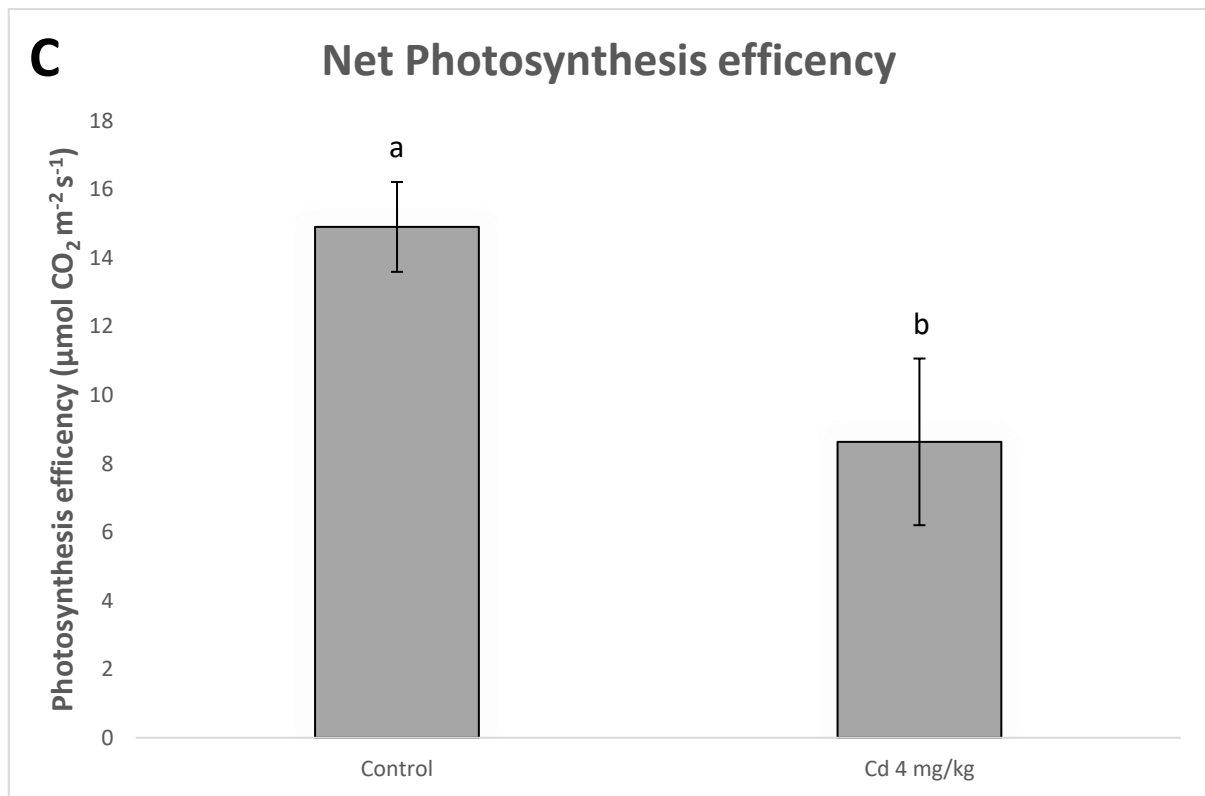

**Figure S2.** Effect of cadmium treatment on morpho-biometric and physiological parameters of G10 ecotype of *A. donax*. A) Main stem height per pot. B) Biomass dry weight. C) Net photosynthesis efficiency.

# Supplementary material for: Global leaf and root transcriptome in response to cadmium reveals tolerance mechanisms in Arundo donax L
**Source:** BMC Genomics. 2022 Jun 8;23:427. doi: 10.1186/s12864-022-08605-6
**Supplement:** Supplementary file 3 — Additional file 3: Figure S3. Flowchart of sequencing and de novo assembly of A.donax leaf and root transcriptome under cadmium treatment.

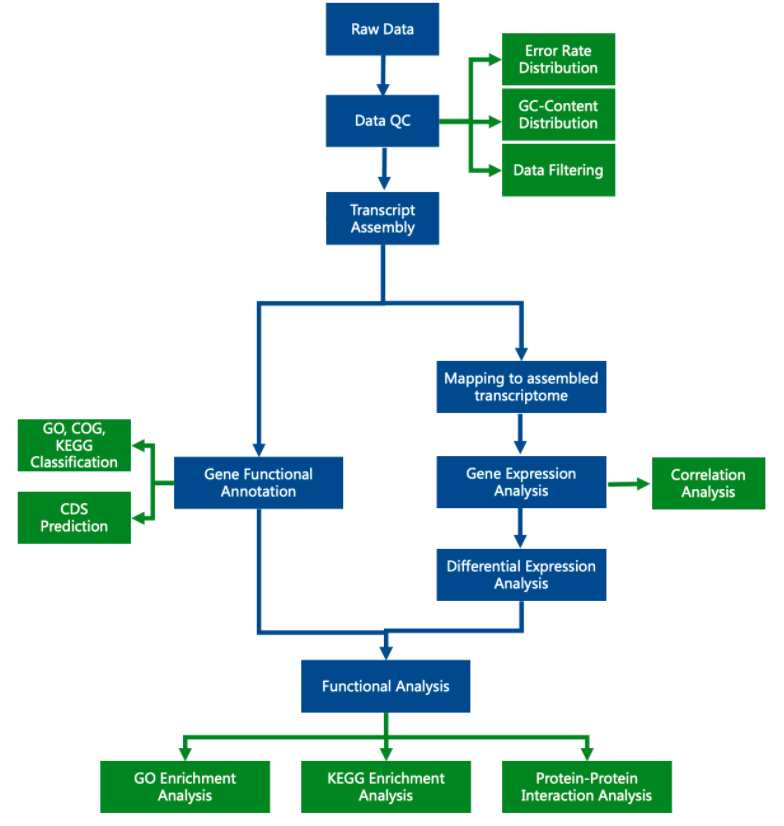

**Figure S3.** Flowchart of sequencing and *de novo* assembly of *A.donax* leaf and root transcriptome under cadmium treatment.

# Supplementary material for: Global leaf and root transcriptome in response to cadmium reveals tolerance mechanisms in Arundo donax L
**Source:** BMC Genomics. 2022 Jun 8;23:427. doi: 10.1186/s12864-022-08605-6
**Supplement:** Supplementary file 6 — Additional file 6: Figure S5. Three-dimension PCA for RNAseq correlation. Principal Component coordinates were calculated using sample read counts. Figure S6 - Hierarchical clustering map for differential expression genes.

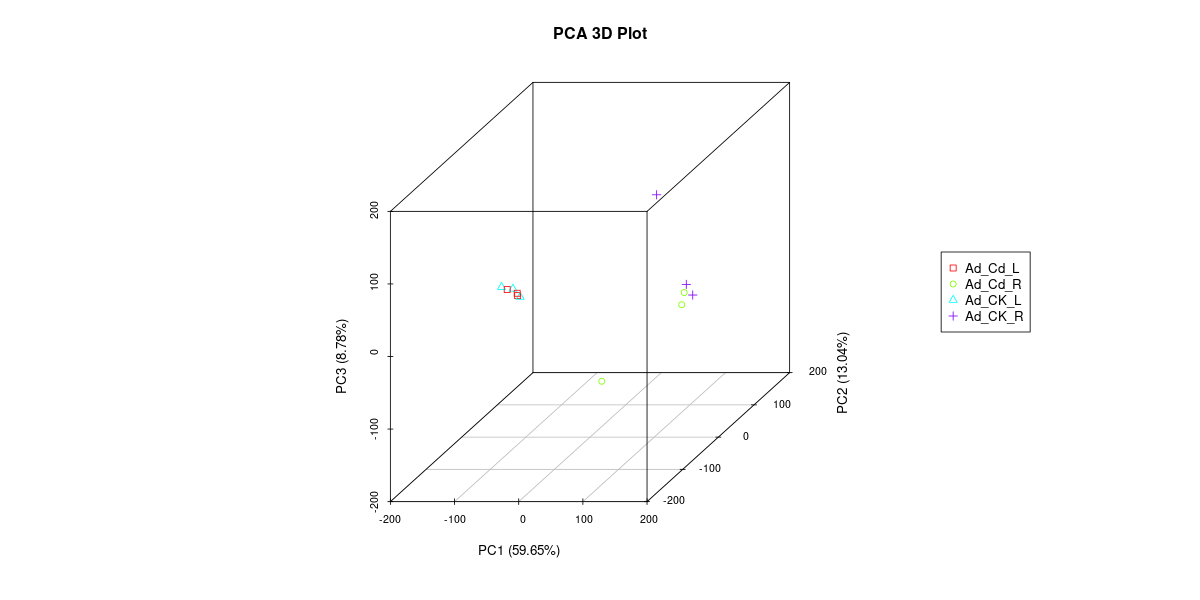

**Figure S5.** Three-dimension PCA for RNAseq correlation. Principal Component coordinates were calculated using sample’s readcount.

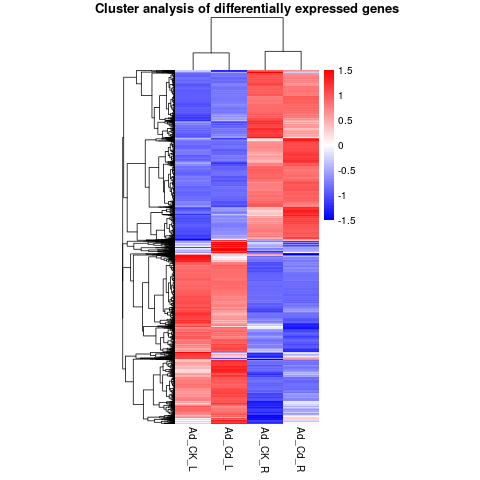

**Figure S6.** Hierarchical clustering map for differential gene expression

How the deposited data were processed for this re-analysis (not part of the article)

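Leaves and roots of the G10 ecotype of giant reed were sampled after 3 months in soil with cadmium nitrate (Cd) or ammonium nitrate (CK), with 3 biological replicates in each of the 4 groups CK_L, Cd_L, CK_R and Cd_R. The amount of ammonium nitrate differs in its unit between the article and the sample records and in its last digit from the series record, and it enters no calculation here. The authors made poly-A libraries, sequenced them in pairs on an Illumina instrument, removed adapter and low-quality reads, assembled the reads with Trinity, and reduced the transcripts with Corset, keeping the longest transcript of each cluster as unigene. They then mapped the clean reads of each library back onto the assembly with RSEM, and the deposited table holds the expected counts of RSEM per unigene and library, neither normalized nor filtered by expression. No reference genome was used. Checked on the file, the values are 0 or above and mostly whole, and the column totals differ between libraries.

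The table holds 126668 unigenes and 12 libraries, with totals of 22157170 to 26033492 counts and a mean of 24.0 counts for each CPM (counts per 1000000 counts), so that a unigene at 1 CPM rests on about that many counts in a library. The 10 most abundant unigenes took 4.26% to 8.72% of the counts of a library. Columns were assigned to treatment, tissue and replicate by their names, which give all of these.

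Counts were rounded to whole numbers and analysed in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest), with TMM normalization and filterByExpr on the groups compared, fitted to the 6 libraries of each of Cd_R vs CK_R, Cd_L vs CK_L, Cd_R vs Cd_L and CK_R vs CK_L, without a block. The interaction of tissue and treatment, (Cd_R - CK_R) - (Cd_L - CK_L), was fitted to all 12 libraries with 1 mean per group. DEGs had an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change of at least 1. Cd_R vs Cd_L* holds the DEGs of Cd_R vs Cd_L whose unigene ID is not a DEG of CK_R vs CK_L, whatever the direction, as the article does not say whether direction enters, and CK_R vs CK_L* is the reverse subtraction. The standard error of a log2 fold change is its absolute value divided by the square root of F. Principal components were computed on log2 CPM with a prior count of 2, centred and not scaled. Shares of counts were compared by exact two-sided permutation of the libraries, and the qRT-PCR values of Figure S7 by exact permutation of the pairings. The protein biosynthesis unigenes of Table S2C were sorted by the species of the best hit that the table prints.

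Alternatives, changed 1 at a time, were the size factors of DESeq2 in edgeR (RLE), library totals without TMM, no filter beyond a total above 0, a filter of 10 counts in each of 3 libraries, the Wald test of DESeq2 1.42.0 with its defaults, all 12 libraries in one fit, the replicate number as a block, no limit on the fold change, 3 other rules of subtraction, best hits outside the land plants, all sheets of Table S2 (which hold the same unigenes without a grass best hit) and the counts of filtered unigenes as denominator for the share of counts, Spearman's coefficient, unit variance, a prior count of 0.5 and the 500 most variable unigenes in the principal components, and each library, or for the correlation with qRT-PCR each replicate number, left out in turn. With 1 library left out, a group of 2 libraries remained, and edgeR took the spread from both groups together. DESeq2 without independent filtering, and without independent filtering and Cook's filter, and the TMM-scaled library size as denominator for the share of counts, were added after the data had been seen.

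The named unigenes are those of Table 4 and of the qRT-PCR table, and those of a sheet of Table S2 where the sentence is about the sheet, a rule written when the values of the article's tables had been seen. The rule also named the 2 DEGs that rose most and the 2 that fell most in Cd_R vs CK_R and in Cd_L vs CK_L, among those with non-overlapping groups and a mean of at least 1 CPM, and the DEGs shared by both, but edgeR called no DEG in either comparison. The tests were tested on simulated data, drawn for each comparison of 2 groups from the mean share and the fitted dispersion of each unigene, with 200 unigenes changed by 4-fold or 16-fold and with none changed. Enrichment of GO, KOG, KEGG and MapMan terms was not computed, because no annotation of the unigenes was at hand beyond the article's tables, and the comparison with salt stress, the culm and biomass measures and the assembly itself were left out, because the count table holds none of these data.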

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

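The tests of library depth and of best hits in this part were chosen only after the result was seen.

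A signal in unigenes outside those the paper discusses stood out in 1 library. Unigenes with at least 20 counts in 1 library and at most 2 in each other library numbered 5595 in Cd_R replicate 1, where they held 3.62% of all counts. The highest number in a control library was 1180, in CK_R replicate 3 (0.207% of its counts), and each of the other 10 libraries held at most 18. Cd_R replicate 1 also had the most unigenes with a count, 105247. Greater depth is argued against, as the total of this library was 95.6% of the median of the 12 libraries. Reads from another organism in that library remain a candidate explanation. Among the protein biosynthesis unigenes of Table S2C, more than 50% of the root counts lay in Cd_R replicate 1 for 37 of the 68 with a best hit outside the grasses and for 10 of the 56 with a grass best hit (Fisher's exact test, p = 3.51e-05). Unigenes of one organism rise and fall together, so this p overstates the evidence, and the list is one the study picked from these libraries. The sequences of the 5595 unigenes were not at hand, and their origin was not tested directly. Batches of libraries or sequencing runs are named neither in the article nor in the labels, and a mislabelled sample, GC content and reads shared between similar genes were not tested. The pots stood in a randomized block scheme, but the block of each library is not given, and no biological explanation for a difference between replicates was tested.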

How the results depend on the processing

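Among these tests, the 2 settings of DESeq2 without independent filtering were chosen only after the result was seen.

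In edgeR, the number of DEGs was 0 in Cd_R vs CK_R and 0 for the interaction under every alternative run (RLE size factors, library totals, both other filters, replicate block, no fold-change limit, each library left out and, for Cd_R vs CK_R, all 12 libraries in one fit), with 2555 and 1941 unigenes at an unadjusted p under 0.05 with TMM and filterByExpr. In Cd_L vs CK_L it was 0 under the same alternatives (2047 unigenes at an unadjusted p under 0.05), except without a low-count filter, where 2 were called, Cluster-14691.63116 and Cluster-14691.15642, named after their values were seen. The 2555, 1941 and 2047 unigenes are each a smaller share of those tested than the 0.05 that chance alone gives. DESeq2 with its defaults called 186 DEGs in root, 73 in leaf and 10 for the interaction; without independent filtering it called 107, 55 and 8, and also without Cook's filter 2088, 55 and 1608, which then shared 1 DEG between root and leaf (Cluster-14691.67420, named after its values were seen). In all other settings the tissues shared 0. Cook's filter withholds the p of unigenes with an outlying library, and without it 123512 root unigenes had a p instead of 119042. For the interaction it was 126614 instead of 120999, and in leaf 94388 instead of 94329. The root and interaction DEGs called without that filter thus include unigenes with an outlying library. The cause of the other differences was not tested. In simulated counts without any change, DESeq2 called 109 DEGs in root and 40 in leaf with its defaults. Without independent filtering it called 107 and 41 there, and edgeR called 1 and 1. These counts were drawn from dispersions fitted by edgeR. Whether they resemble the real counts enough to judge either tool was not tested.

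The numbers of DEGs between root and leaf stayed within 1.5 times the main count under every alternative, at 18978 to 26071 in Cd_R vs Cd_L and 16806 to 25372 in CK_R vs CK_L. For Cd_R vs Cd_L*, all 12 libraries in one fit gave 3527 instead of 5375 DEGs, and the cause was not tested. The range with 1 library left out was 4321 to 8286 for Cd_R vs Cd_L* and 2849 to 5708 for CK_R vs CK_L*. The list Cd_R vs Cd_L* held 8286 DEGs without CK_L replicate 1 and 8132 without CK_L replicate 3, where CK_R vs CK_L had 16806 and 17066 DEGs to subtract instead of 21172, and CK_R vs CK_L* held 2849 without CK_L replicate 1. The other alternatives of edgeR gave 3693 to 7057 DEGs in Cd_R vs Cd_L*, DESeq2 gave 5590, and 5301 or 7446 with the settings chosen after the result was seen. With the replicate block the lists held 4363 and 5067 DEGs, and the numbers pair leaf with root at most weakly: after subtraction of group means, libraries of the same number correlated at 0.08 to 0.20 between CK_L and CK_R and at -0.13 to 0.06 between Cd_L and Cd_R, and those of different numbers at -0.17 to 0.09 and -0.17 to 0.19.

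The share of Cd_R vs Cd_L* DEGs with the same 2-fold change in the controls, 37.9%, was 36.1% with library totals, 72.6% without a low-count filter, 45.2% with all 12 libraries in one fit, 30.2% without a fold-change limit, 65.5% by DESeq2, and 68.1% and 53.3% by its 2 added settings. With 1 library left out it ranged from 29.6% (without Cd_L replicate 2) to 68.0% (without CK_L replicate 1), and it was also over 1.5 times higher without CK_L replicate 2 (58.1%) and without CK_L replicate 3 (62.4%). The number of Table S2 unigenes in Cd_R vs Cd_L*, 110, was 50 with library totals, 200 by DESeq2, and 220 and 208 by its added settings, and 84 to 118 under the other alternatives. Without any 1 CK library the share rose (47.9% to 68.0%), and without any 1 Cd library it fell (29.6% to 30.9%). Each such fit has fewer libraries in only 1 of the 2 comparisons. The cause of the other differences was not tested.

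Of the 45 named unigenes tested in Cd_R vs Cd_L, 42 were DEGs. Without a low-count filter 15 of these calls were lost, with the replicate block 3, in one fit of all 12 libraries 2 and with library totals 1. Leaving out 1 library lost the call of 18 and gained that of 1, Cluster-14691.6139 (without Cd_R replicate 2), with 11 lost without Cd_L replicate 1, 11 lost without Cd_L replicate 2, 12 lost without Cd_L replicate 3, 2 lost without Cd_R replicate 1, 5 lost without Cd_R replicate 2 and 6 lost without Cd_R replicate 3. No DEG of Cd_R vs Cd_L among them changed its direction under these alternatives, RLE size factors, the stricter filter or DESeq2, and Cluster-14691.6139 was also a DEG with library totals, in one fit of all 12 libraries and by DESeq2. Of the 51 tested in Cd_R vs CK_R, 0 were DEGs in edgeR under every alternative, 1 was a DEG by DESeq2 with its defaults (Cluster-14691.27999), and 21 changed sign with some library left out, as did 16 of the 32 tested in Cd_L vs CK_L, of which 0 were DEGs.

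The first principal component held 76.4% of the variance, 50.7% with unit variance and 97.1% over the 500 most variable unigenes, which follows from the weights these give to the unigenes. The correlation with qRT-PCR stayed between 0.857 and 0.970. The difference of Cd_R from CK_R in the share of counts on protein biosynthesis unigenes without a grass best hit, 53.0 per 1000000 counts, ranged from -11.4 (without Cd_R replicate 1) to 85.3 (without Cd_R replicate 3), and its sign thus depends on Cd_R replicate 1. The other settings gave 12.2 to 56.7.

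In counts simulated at the depth, replicate number and spread of these libraries, none of which was varied, edgeR found 4% of the 4-fold and 73% of the 16-fold changes in root, and 54% and 96% in leaf. Depth limits which unigenes can be tested: the filter left 44 of the 56 unigenes of Table 4 with enough counts for a test in Cd_R vs CK_R.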

Differences from the paper's values

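DESeq2 without independent filtering, and also without Cook's filter, were chosen only after the result was seen, and the other alternatives were set before the data were examined.

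In Cd_R vs CK_R the paper gives 107 DEGs, 36 up-regulated and 71 down-regulated, where edgeR called 0, 0 up and 0 down (2555 unigenes at an unadjusted p under 0.05). Every alternative set before the data were examined differs too, with 0 in all edgeR settings and 186 (58 up and 128 down) by DESeq2 with its defaults. In Cd_L vs CK_L the paper gives 55 DEGs, 19 up and 36 down, where edgeR called 0, 0 up and 0 down (2047 at an unadjusted p under 0.05). DESeq2 with its defaults comes within 1.5 times of the paper, with 73 (22 up and 51 down), and the other alternatives set before the data were examined do not, with 0 or, without a low-count filter, 2. DESeq2 without independent filtering, chosen after seeing the values, gives 107 DEGs in root (36 up and 71 down) and 55 in leaf (19 up and 36 down), the numbers of the paper, and drops 0 of the 107 and 0 of the 55 unigenes of Table S1. Also without Cook's filter it gives 2088 and 55.

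Of the unigenes in the sheets of Table S2, which the paper lists as DEGs of Cd_R vs Cd_L*, edgeR called 34 of the paper's 55 for phytohormone action, 48 of the paper's 124 for protein biosynthesis, 11 of the paper's 17 for cell wall organisation, 1 of the paper's 6 for ROS scavenging and 1 of the paper's 2 for heavy metal transporters. DESeq2 with its defaults comes within 1.5 times for all 5 sheets, with 47, 118, 13, 5 and 2. Of the other alternatives set before the data were examined, those within 1.5 times were for phytohormone action, without Cd_R replicate 1 (40); for cell wall organisation, without CK_L replicate 1 (14), without CK_L replicate 3 (13), without CK_R replicate 1 (12) and without CK_R replicate 2 (14); for heavy metal transporters, without Cd_L replicate 1 (2), without Cd_R replicate 1 (2), without Cd_R replicate 2 (2) and without Cd_R replicate 3 (2). The number moved by over 1.5 times also without CK_L replicate 2 for protein biosynthesis (29), and for ROS scavenging without Cd_L replicate 2 (0), Cd_L replicate 3 (0), Cd_R replicate 2 (3) and Cd_R replicate 3 (2). The remaining ones differ, and DESeq2 without independent filtering, chosen after seeing the values, calls every unigene of these sheets and drops 0 of them.

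The second and the third axis of Figure S5 hold about 13% and about 8.8% of the variance in the paper, read by eye, and 6.42% and 3.71% here. Scaling to unit variance comes within 1.5 times of the paper's values (11.7% and 7.80%). A prior count of 0.5 (6.10% and 3.68%) and the 500 most variable unigenes (1.16% and 0.370%) do not. All of these were set before the data were examined.

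For the ERF Cluster-14691.27999, Table 4 of the paper gives a log2 fold change of 2.4027 in Cd_R vs Cd_L*, where edgeR gave 0.17 in Cd_R vs Cd_L (SE 0.45), and every alternative set before the data were examined differs as well. The size of that value belongs to another comparison and to the other sign. Table S1 of the paper lists this unigene with -2.4027 in Cd_R vs CK_R, where DESeq2 gave -2.40 here. Of the 56 values of Table 4, 55 lie within 0.001 of those of DESeq2 in Cd_R vs Cd_L.

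In its text the paper has YUCCA2 up-regulated in cadmium-treated roots, but Cluster-14691.49474 fell by 2.66 on the log2 scale in Cd_R vs Cd_L, and its value in Table 4 is negative as well; its adjusted p of 0.0234 rose above the limit with 1 library left out, to 0.0770 without Cd_L replicate 1, 0.0611 without Cd_L replicate 3, 0.0579 without Cd_R replicate 2 and 0.0738 without Cd_R replicate 3. The auxin efflux carrier named with it in the discussion rose, with a ratio of Cd_R over Cd_L of 114 (exact 95% interval 20.2 to 4547). All genes of polyamine metabolism are down-regulated in the paper's overview, and the 4 unigenes of that sheet were (2 of them DEGs without Cd_R replicate 3), but the paper's detailed text has lysine decarboxylase up-regulated, and Cluster-14691.6139, which Table 4 lists under that name, had a log2 fold change of 4.19 (adjusted p = 0.0536) and stands in the phytohormone sheet of Table S2 as a cytokinin enzyme. It passed the limits in Cd_R vs Cd_L by DESeq2, with library totals, in one fit of all 12 libraries and without Cd_R replicate 2, and its log2 fold change was 2.03 without Cd_R replicate 1. The paper counts NADPH oxidase 1 among the genes that rose in roots, which held for Cd_R vs Cd_L (at least 26.8-fold higher), while in Cd_R vs CK_R Cluster-14691.12641 had a log2 fold change of -3.98, or 0.89 without CK_R replicate 3. Of the 56 unigenes of Table 4, all listed by the paper in Cd_R vs Cd_L*, edgeR had 31 in that list and DESeq2 without independent filtering, chosen after seeing the values, 55, dropping the ERF Cluster-14691.27999. By edgeR 6 of the 56 were DEGs of CK_R vs CK_L, of which EIN2, WRKY46, the membrane-associated progesterone binding protein 3 and the bZIP factor Cluster-14691.13800 were also DEGs of Cd_R vs Cd_L, while the ERF was not and alpha expansin 11 was not tested there. The paper calls the genes measured by qRT-PCR DEGs, and of the 5 measurements of Cd against CK, 0 have a unigene in Table S1, and 0 passed the limits by edgeR, by DESeq2 with its defaults or without independent filtering, while also without Cook's filter, chosen after seeing the values, Cluster-14691.18708 and Cluster-14691.49288 passed in Cd_R vs CK_R (adjusted p = 0.0394 and 0.0472, the lowest of all settings, the highest being 1 for both). In these 5 the edgeR log2 fold changes had the sign of the qRT-PCR.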

Other observations

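Of the tests in this part, those by DESeq2 without independent filtering, and also without Cook's filter, were chosen only after the result was seen.

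For each comparison of 3 libraries with 3, all 10 divisions of the 6 libraries into 3 and 3 were fitted, and as 10 divisions never give a share under 0.1, they cannot exclude chance by themselves. In Cd_R vs Cd_L and in CK_R vs CK_L, 1 of 10 and 1 of 10 divisions, the true one, gave as many DEGs, and chance is argued against there by the 16868 DEGs found in both comparisons, 16868 of them in the same direction, although the 2 comparisons share no library. For Cd_R vs CK_R and Cd_L vs CK_L edgeR called 0 DEGs (2555 and 2047 unigenes at an unadjusted p under 0.05), so that 10 of 10 and 10 of 10 divisions give as many by construction, which says nothing about chance. By DESeq2 without independent filtering it was 5 of 10 in root and 4 of 10 in leaf, and chance cannot be excluded.

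Exchanging the labels Cd and CK within each tissue at random gave at least as many DEGs as in Cd_R vs Cd_L* in 46 of 100 assignments and as in CK_R vs CK_L* in 73 of 100, drawn from 400 and the true one included, so chance cannot be excluded as the source of the length of either list. For the interaction, where edgeR called 0 DEGs (1941 unigenes at an unadjusted p under 0.05, and 10 DEGs by DESeq2), 40 of 40 assignments give as many by construction, which says nothing about chance.

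A hypothesis about the length of Cd_R vs Cd_L* is that the subtraction leaves unigenes that change alike in the controls and only miss a limit of the test there. The same change of 2-fold or more was present in CK_R vs CK_L for 37.9% of its 5375 DEGs, or 50.5% of the 4032 that were tested there, with a median of 28.4% of all DEGs in the lists with exchanged labels, while 96.9% of those tested changed in the same direction, 0 were DEGs of the interaction by edgeR (368 at an unadjusted p under 0.05), and the reverse subtraction left 4304. The share was 72.6% without a low-count filter and 65.5% by DESeq2, and 68.0%, 58.1% and 62.4% without CK_L replicate 1, 2 or 3. Lists with exchanged labels, which mix cadmium and control libraries, held a median of 5246.5 DEGs and had shares from 12.7% to 43.1%, a range that holds the 37.9%. A list of this length and share thus needs no different response of root and leaf to cadmium, which the design names. Such a response in part of the unigenes is not excluded.

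Another hypothesis is that part of the protein biosynthesis unigenes stem from another organism in the roots. Within Cd_R the 68 unigenes with a best hit outside the grasses took 6.68 times as many counts per 1000000 in the highest as in the lowest library, and within CK_R 5.88 times, compared with 1.25 and 1.08 times for the 56 with a grass best hit. In leaves the 68 took at most 6.98 per 1000000 counts. The 22 of them with a best hit outside the land plants gave 3.98 and 3.33 times. Of the 68, 65 were highest in replicate 1 within Cd_R and 48 in replicate 3 within CK_R. This is consistent with reads from another organism in amounts that differ between root libraries of both treatments, and the best hits come from the paper's table and were not searched again. A response of these unigenes to cadmium stays open, with a difference of Cd_R from CK_R of 53.0 per 1000000 counts (exact permutation p = 0.500), or -11.4 without Cd_R replicate 1.

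DESeq2 with its defaults called 10 DEGs of the interaction, a result the paper does not report, 8 of them with a more negative change in root than in leaf. Without independent filtering it called 8, of which 6 had a more negative change in root. Also without Cook's filter it called 1608, of which 1546 had a more positive change in root. The main direction of these calls thus depends on the setting. The edgeR test called 0 (1941 unigenes at an unadjusted p under 0.05).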
